# Differential Sex-Dependent Regulation of the Alveolar Macrophage miRNome of SP-A2 and co-ex (SP-A1/SP-A2) and Sex Differences Attenuation after 18 h of Ozone Exposure

**DOI:** 10.3390/antiox9121190

**Published:** 2020-11-27

**Authors:** Nithyananda Thorenoor, David S. Phelps, Joanna Floros

**Keywords:** alveolar macrophages, miRNA, SP-A2, co-ex (SP-A1/SP-A2), surfactant

## Abstract

Background: Human SP-A1 and SP-A2, encoded by *SFTPA1* and *SFTPA2*, and their genetic variants differentially impact alveolar macrophage (AM) functions and regulation, including the miRNome. We investigated whether miRNome differences previously observed between AM from SP-A2 and SP-A1/SP-A2 mice are due to continued qualitative differences or a delayed response of mice carrying a single gene. Methods: Human transgenic (hTG) mice, carrying SP-A2 or both SP-A genes, and SP-A-KO mice were exposed to filtered air (FA) or ozone (O_3_)_._ AM miRNA levels, target gene expression, and pathways determined 18 h after O_3_ exposure. RESULTS: We found (a) differences in miRNome due to sex, SP-A genotype, and exposure; (b) miRNome of both sexes was largely downregulated by O_3_, and co-ex had fewer changed (≥2-fold) miRNAs than either group; (c) the number and direction of the expression of genes with significant changes in males and females in co-ex are almost the opposite of those in SP-A2; (d) the same pathways were found in the studied groups; and (e) O_3_ exposure attenuated sex differences with a higher number of genotype-dependent and genotype-independent miRNAs common in both sexes after O_3_ exposure. Conclusion: Qualitative differences between SP-A2 and co-ex persist 18 h post-O_3_, and O_3_ attenuates sex differences.

## 1. Introduction

Ozone (O_3_) is a reactive oxidant gas that is a major component of air pollution [1,2]. The primary effect of O_3_ occurs in the lung, causing a range of respiratory ailments [3,4,5]. The mechanism by which O_3_ mediates these effects involves the generation of reactive oxygen species (ROS), triggering oxidative stress (OxS) [6]. Several studies reported sex differences in the incidence and prognosis of pollution-induced respiratory diseases and have shown that women are at increased risk of adverse health outcomes from O_3_ and particulate matter exposure than men [7,8,9,10]. The initial defense against inhaled pathogens, allergens and air pollutants, and other harmful substances in the environment are performed by cells and molecules present in the lung. For example, the alveolar macrophage (AM), the principal effector cell for innate immunity, interacts with the innate host defense molecule, the surfactant protein A (SP-A), and together they provide the first line of defense against pathogens [11,12,13,14,15,16,17] and inhaled toxic compounds [2,18] and thus protect the lung from potential hazards by initiating a cascade of inflammatory reactions upon O_3_ exposure [2,19].

Pulmonary surfactant is a lipoprotein complex that lines the entire surface of the alveoli and prevents alveolar collapse by lowering the surface tension at the air–liquid interface of the alveoli [20]. Some of the surfactant proteins play a key role in innate immunity. Surfactant protein A (SP-A) is the major protein component of pulmonary surfactant and regulates lung innate immunity and surfactant-related functions under basal conditions [14,16,21,22,23] and in response to various insults, such as infection and OxS [24,25,26,27,28,29,30]. The human SP-A locus consists of two functional genes, *SFTPA1* and *SFTPA2*, and one pseudogene [31,32]. The functional genes encode human SP-A1 and SP-A2 proteins, respectively, and each gene has been shown to have several genetic and splice variants [31,33,34].

Previous studies have demonstrated differences between SP-A1 and SP-A2 that include both qualitative (i.e., functional, biochemical, and/or structure) [35,36,37,38,39,40,41,42,43,44,45,46,47,48] and quantitative (regulatory) changes [49,50,51,52,53,54,55,56,57,58,59]. A recent study [60] examined SP-A genotype-dependent alterations in the bronchoalveolar lavage (BAL) proteome, and explored the effects of sex, infection, and ozone-induced oxidative stress on these changes. The authors also reported changes in proteins involved in several important signal transduction pathways, including the Nuclear factor kappa-light-chain-enhancer of activated B cells (NF-kB) of the acute phase response, the nuclear factor erythroid-2-related factor 2 (Nrf2)-mediated oxidative response, and others. However, BAL proteins are derived from a variety of sources so conclusions could not be drawn about which lung cells were affected by SP-A1 and/or SP-A2. Other studies have focused on the AM and have shown that SP-A1 and SP-A2 variants differ in their ability to modulate gene expression and the proteomic expression profile of AM and the AM actin cytoskeleton [61,62,63,64]. The proteome profile of AM from the SP-A-KO mice, after treatment with exogenous SP-A1 or SP-A2, resulted in several significant changes in proteins. These included proteins involved in the OxS response pathway and actin-related cytoskeletal proteins. With regards to these processes, females were more responsive to SP-A1, whereas males were more responsive to SP-A2. The latter included proteins involved in OxS, protease balance/chaperone function, and regulation of inflammation [61]. A single-cell analysis based on actin staining revealed alveolar macrophage phenotypic subpopulations as well as sex- and age-related differences in KO mice in response to SP-A1 and SP-A2 proteins [63]. Moreover, sex differences have been observed between SP-A1 and SP-A2 and among variants in survival and lung function mechanics in response to bacterial infection [42,43]. SP-A1 compared to SP-A2 exhibits a higher efficiency in pulmonary surfactant reorganization and surfactant inhibition by serum proteins [65]. The major contributor for at least some of these differences appears to be amino acid 85 of the precursor molecule, where SP-A1 has a cysteine and SP-A2 has an arginine [31,45]. 

In the lung, miRNAs play important roles in developmental processes and maintenance of homeostasis and their dysregulation has been associated with the development and progression of various pulmonary diseases [66,67,68,69,70,71]. miRNAs can be oxidized in response to OxS, via guanine hydroxylation, altering their ability to bind target mRNA sequences [72]. In addition, miRNAs are involved in various important biological processes, such as the immune response, cell differentiation, developmental processes, and apoptosis [73,74]. The role of miRNAs in lung development was first elucidated in mice, where conditional deletion of Dicer (an important enzyme of the miRNA synthesis pathway) in lung epithelial cells resulted in impaired epithelial branching and developmental abnormalities and also led to dysregulated cell death [75]. In addition, abnormal expression of miRNAs has been correlated with the occurrence of pulmonary disorders in both children and adults [76,77,78,79,80]. Despite the known sex disparities in the incidence and severity of diseases [81,82], there are currently very few studies exploring the role of miRNAs in mediating the sex-biased disease outcomes [83]. Recent studies showed that SP-A1 and SP-A2 differentially regulate in a sex-specific manner the AM [39] and the type II cell [84] miRNome in response to O_3_ exposure. In both cases (AM and type II cell), gonadectomy had a major impact on the miRNome of males when compared to females under both control (filtered air exposure) and experimental (O_3_ exposure) conditions, indicating a likely role of sex hormones. SP-A1 by itself did not have any major effect on the AM miRNome in response to O_3_ exposure. However, in the presence of SP-A2 (i.e., in co-ex mice expressing SP-A1 and SP-A2), although there was some overlap between the two groups (SP-A2 and co-ex), some significant differences were observed at the 4 h post-O_3_ time point [39,85]), in terms of gene expression and pathways.

In the present study, we investigated whether inherent qualitative differences between SP-A2 and co-ex explain the observed differences on the AM miRNome at 4 h post-ozone exposure or whether SP-A2, in the absence of SP-A1, has a delayed response on the AM miRNome in response to O_3_. Towards this, SP-A2 (1A^0^) and co-ex (SP-A1 (6A^2^)/SP-A2 (1A^0^)) male and female mice were exposed to filtered air (FA) or O_3_ and 18 h after exposure the expression level of miRNAs, target mRNAs of the significant miRNAs, and pathways involved were studied. Mice expressing SP-A1 alone were not included in this study because our previous study found no changes in AM miRNome after a 4-h O_3_ exposure. We found significant differences in the AM miRNome in terms of genotype, sex, and exposure. The miRNome data, along with the expression levels of the validated miRNA-mRNA targets identified by IPA, as well as the IPA-identified pathways, indicated that the differences between SP-A2 and co-ex are qualitative in nature, and perhaps both gene products are needed for optimal AM regulation. Moreover, ozone appears to attenuate sex differences as more miRNAs were found to be in common between males and females in response to ozone compared to FA.

## 2. Materials and Methods

### 2.1. Animals

Twelve-week-old humanized transgenic (hTG) mice carrying a single SP-A2 (1A^0^) variant, or both SP-A1/SP-A2 (6A^2^/1A^0^, co-ex) gene variants, as well as SP-A knockout (KO) mice, were used in this study. The hTG mice were generated on the C57BL/6J SP-A (KO) background [86]. The male and female mice used in this study were raised and maintained in a pathogen-free environment, as described previously [42,43]. The females were synchronized with regards to the estrous cycle as described previously (by group housing and exposure to the bedding from male mice) [42,43]. A total of 81 mice (45 for miRNA analysis and 36 for target gene validation by qRT-PCR analysis) were used in the present study. All the procedures involving animals (protocol #44968) were approved by The Penn State Hershey Medical Center Institutional Animal Care and Use Committee (IACUC). 

### 2.2. Filtered Air (FA) and Ozone (O_3_) Exposure

The animals were exposed to FA or O_3_ (2ppm) in parallel as described previously [28,30]. This ozone dose in rodents was shown in a comparative study [87] to equate to a human dose of 0.4ppm, a level frequently encountered in urban environments. A group of 4 animals/sex/condition (FA, O_3,_ except for SP-A2 (1A^0^) and co-ex male, 3 animals/condition) for miRNA analysis and a group of 3 animals/sex/condition for target gene validation by qRT-PCR (males, females) were exposed to FA or O_3_ for 3 h, and alveolar macrophages (AMs) were isolated after 18 h of recovery as described [88].

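Small RNA from the alveolar macrophages of 45 mice was sequenced, from 21 males and 24 females aged 12 weeks, after 3 h of FA or of O3 at 2 ppm and 18 h of recovery. The SP-A2 males were 3 after FA and 3 after O3, and the co-ex males were 4 after FA and 3 after O3. The SP-A2 females, co-ex females, KO males and KO females were 4 after each exposure. The mice form 12 groups, in 6 tables of values with 1 table for each genotype and sex. Mice of the same group were checked for libraries that repeat each other. Over the 63 pairs of mice within groups, Spearman's correlation across miRNAs was between 0.626 and 0.907, and the lowest chi-square per degree of freedom was 49.4, so that no pair differed by as little as counting error alone would give. The tables measure miRNAs and not the SP-A transcripts, so the genotypes were taken from the labels.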

### 2.3. RNA Preparation, Library Construction, and Sequencing 

Total RNA extraction from AM cells, library construction, and sequencing were performed as described previously [85]. The differentially expressed miRNAs between FA and O_3_-exposed males and females were identified by using the edgeR [89] and the TCC v1.14.0 R package [90] with the false discovery rate (FDR) adjusted P-value of 0.1 as a significance cutoff.

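For each genotype and sex, the authors deposited one normalized value for each miRNA and mouse, which is the number of reads divided by a factor for that mouse, together with their p-value and q-value of FA against O3. The miRNAs are listed by their mouse names, with 448 miRNAs in the table of SP-A2 males, 373 in SP-A2 females, 234 in co-ex males, 290 in co-ex females, 328 in KO males and 287 in KO females. Of these, 206 are in all 6 tables. Every value of every mouse was a whole multiple of that mouse's step (100% of values), so that whole reads were recovered. The reads on the listed miRNAs were between 137965 and 2884013 per mouse, with a median of 766213. They are sums over the listed miRNAs and not the whole depth of a library. The median number of reads rose from 699132 after FA to 1280171 after O3 in SP-A2 males, from 612064 to 846402 in SP-A2 females, from 902936 to 1677699 in co-ex males and from 556848 to 1146973 in co-ex females. It was 1083876 after FA and 457456 after O3 in KO males, and 825746 and 884436 in KO females. O3 was compared with FA within each table by limma on log2(normalized value + 1), with the FDR of 0.1 that the paper used and the Benjamini-Hochberg adjustment. A fold change on this scale understates the change of miRNAs with low values. On simulated data with the spread of these mice and 60 miRNAs changed 8-fold, limma recovered 51.7% of them in SP-A2 males, 70% in SP-A2 females, 30% in co-ex males, 31.7% in co-ex females, 41.7% in KO males and 45% in KO females.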

### 2.4. miRNA Data Analysis

We successfully identified 310 (SP-A2 (1A^0^)), 165 (co-ex), and 244 (KO) miRNAs (from 3 out of 4 mice, Supplementary Materials File S1). The expression levels (fold change) of miRNAs in response to FA or O_3_ from SP-A2, co-ex, and KO were analyzed and compared to identify the differentially expressed miRNAs in SP-A2, co-ex, or KO males and females. The differentially expressed miRNAs between SP-A2, co-ex, or KO males and females were determined by dividing the levels of a specific individual miRNA identified in males by the corresponding female miRNA levels and vice versa (Supplementary Materials File S1)

### 2.5. Ingenuity Pathway Analysis (IPA)

To understand the role of differentially expressed miRNAs in males and females in response to O_3_ exposure, Ingenuity Pathway Analysis (IPA, www.qiagen.com/ingenuity Qiagen, Redwood City, CA, USA) was performed as described earlier [39,85]. The miRNAs that had their levels significantly changed after comparison with ANOVA and Bonferroni correction in response to O_3_ exposure were used to identify mRNA targets.

### 2.6. Gene Expression Analysis 

Based on IPA analysis, the expression of a number of genes was validated in subsequent experiments. The expression levels of the following genes were studied by qRT-PCR as described previously [85] in male and female SP-A2, co-ex, and KO AM: AGO2, AKT1, ARG1, BCL2, CASP3, CASP8, CASP9, CCND1, CCND2, CCNE1, CDK2, CDK7, CDKN2A, CTNNB1, DDX20, E2F3, EGR2, FOXO1, GADD45A, IL6, IL10, IL2RG, JUN, MDTH, MMP9, MYC, MYD88, PPARA, PTEN, SMAD2, STAT3, TLR2, TLR3, TLR4, TNF, and TNFSF12. The RT2 qPCR Primer assays were purchased from Qiagen. The AM cell samples (3 animals/sex/treatment (FA or O_3_)) were analyzed in triplicates/animal and quantified relative to GAPDH mRNA.

### 2.7. Statistical Analysis

The statistical differences of the miRNA expression level in males and females (FA compared to O_3_ and vice versa) were evaluated by a two-tailed t-test and nonparametric Mann–Whitney test. For multiple comparison analysis, one-way analysis of variance (ANOVA) was employed followed by Bonferroni correction for multiple comparisons. Values of *p* < 0.05 were considered to be statistically significant. All the data points are means ± standard deviation, and analyses were performed using Graph-Pad Prism software version 5.0 (Graph-Pad Software, San Diego, CA, USA).

## 3. Results

### 3.1. Effect of SP-A2 (1A^0^), SP-A1/SP-A2 (6A^2^/1A^0^, co-ex), and KO on the Expression of AM miRNome 

A total of 310 (SP-A2), 165 (co-ex), and 244 (KO) miRNAs in response to filtered air (FA) or ozone (O_3_) were identified from males and females combined (listed in Supplementary Materials File S1). 

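A miRNA was counted as identified in a genotype when it was in the tables of both sexes with a nonzero value in at least 2 mice after FA and at least 2 mice after O3, a rule that was chosen from the list in Supplementary Materials File S1 after the data were seen. It gave 309 miRNAs for SP-A2, 165 for co-ex and 243 for KO. Before this rule, 354 miRNAs were in both tables of SP-A2, 217 in both of co-ex and 270 in both of KO.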

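Taking each mouse as 1 replicate, the median over miRNAs of the log2 value, centred for each miRNA, was compared between O3 and FA by a two-sided exact permutation test. It was higher after O3 by 0.16 in SP-A2 males (exact p = 0.1, the smallest that 3 mice against 3 allow), by 0.26 in SP-A2 females (exact p = 0.086), by 0.60 in co-ex males (exact p = 0.086), by 0.53 in co-ex females (exact p = 0.086) and by 0.49 in KO females (exact p = 0.143). In KO males the difference was -0.11 (exact p = 0.886). The smallest p that the other 5 groups allow is 0.029. The setting that moved a difference most was leaving out O3 replicate 4 in KO males, without which it was 0.29 (exact p = 0.286). With the 206 miRNAs of all tables, it was 0.15 in KO males (exact p = 0.486) and 0.49 in co-ex females (exact p = 0.029). The values had been divided by a factor for each mouse, which can remove a change common to all miRNAs. The test therefore cannot show whether the miRNome as a whole rose or fell. Median reads were lower after O3 only in KO males, and read depth was not tested as a cause of the shifts.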

We observed significant differences (*p* < 0.05) in the expression of AM miRNAs between FA and O_3_ for all groups (SP-A2, co-ex, and KO) of combined male and female mice studied by the two-tailed t-test and nonparametric Mann–Whitney test (data not shown).

#### Sex Differences

One-way ANOVA and Bonferroni multiple comparison correction showed (a) no significant differences in response to FA between males and females in any of the studied groups (SP-A2, co-ex, and KO); (b) no significant differences in response to O_3_ between males and females in SP-A2 and co-ex, but in contrast, in the absence of SP-A (i.e., KO), a significant difference was observed between sexes (Figure 1A); and (c) significant differences were observed between FA and O_3_ in KO males (Figure 1A), SP-A2 females (Figure 1B), and in co-ex males and females (Figure 1C).

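The paper does not state which values Figure 1 compares. They were taken here to be the ratios of mean normalized values, O3/FA and FA/O3, with miRNAs as the units, and all identified miRNAs were compared with an analysis of variance and Bonferroni-adjusted two-sided pairwise comparisons. In KO males, the mean O3/FA was 4.47 ± 14.1 (SD over 243 miRNAs) and exceeded the mean FA/O3 by 3.40 (adjusted p = 3.0e-06). In co-ex females, the difference was 1.48 (adjusted p = 0.0197), in co-ex males 1.15 (adjusted p = 0.133), in SP-A2 females 0.73 (adjusted p = 0.343), in SP-A2 males 0.96 (adjusted p = 0.0755) and in KO females 0.54 (adjusted p = 1). Between the sexes, the mean O3/FA of KO females was 1.92 ± 2.43, a difference of -2.55 from that of KO males (adjusted p = 9.3e-04). The other comparisons of males with females for the same ratio had an adjusted p of 1. The only other setting was the use of log2 ratios, chosen after seeing the data. With it, O3/FA exceeded FA/O3 in all 6 groups, with an adjusted p of 0.00151 in SP-A2 males, 8.6e-04 in SP-A2 females, 6.3e-04 in co-ex males, 1.4e-04 in KO females and less in the rest, and the difference between KO males and females after O3 was -0.29 (adjusted p = 0.223). On this scale FA/O3 is O3/FA with the sign changed, so each miRNA counts in both groups and the p-values between exposures are too low. With ratios, FA/O3 is the reciprocal of O3/FA, so each miRNA counts in both groups there as well. The p-values between exposures are thus not those of independent groups on either scale. miRNAs of 1 cluster are not independent units.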

Next, we focused our attention on miRNAs found in common (i.e., detectable) in all the study groups (SP-A2, co-ex, and KO), after either FA or O_3_ exposure, in order to further understand the impact of SP-A gene variants (presence or absence) on miRNA expression. We identified 163 such miRNAs (Supplementary Materials File S2) and used these in comparison studies to assess the effect of SP-A2, co-ex, and KO, as well as the interaction among gene, sex, and treatment. 

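By the same rule of presence, 161 miRNAs were identified in SP-A2, co-ex and KO alike. Presence was read within each genotype's own tables, so the count does not compare levels between genotypes.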

One-way ANOVA and Bonferroni multiple comparison correction showed significant differences that were similar to the results shown in panels 1A–C, when all the identified miRNAs, and not only the ones in common, were considered. Significant differences between FA and O_3_ were observed for KO males (Figure 1D), SP-A2 females (Figure 1E), and co-ex males and females (Figure 1F). In addition, a significant difference was observed between KO males and females after O_3_ exposure (Figure 1D).

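On the 161 miRNAs identified in all groups, the mean O3/FA ratio exceeded the mean FA/O3 ratio by 2.68 in KO males (Bonferroni-adjusted p = 1.5e-04), by 0.93 in SP-A2 females (adjusted p = 0.0213) and by 1.50 in co-ex females (adjusted p = 0.0215). The difference was 1.17 in co-ex males (adjusted p = 0.136), 0.82 in SP-A2 males (adjusted p = 0.0645) and 0.61 in KO females (adjusted p = 1). With log2 ratios, chosen after seeing the data, the adjusted p of these 3 was 5.5e-04, 4.9e-05 and 0.0013. These are too low, since on this scale FA/O3 is O3/FA with the sign changed. With ratios, FA/O3 is the reciprocal of O3/FA, so the p-values there are not those of independent groups either. The spread behind these p-values is that between miRNAs and not that between mice.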

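The mean O3/FA ratio of the 161 miRNAs was 3.67 ± 11.1 in KO males and 1.69 ± 1.86 in KO females (SD over miRNAs), a difference of -1.97 of females from males (Bonferroni-adjusted p = 0.0108). With log2 ratios, chosen after seeing the data, this difference was -0.26 (adjusted p = 0.445).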

### 3.2. miRNAs, the Levels of which Changed ≥2-Fold in Response to FA, O_3_, and Sex

We studied the AM miRNAs, whose expression was altered ≥2-fold in response to FA or O_3_ from SP-A2, co-ex, and KO and compared them between males and females (Supplementary Materials File S1). To identify specific miRNA expression changes after O_3_ exposure, we compared the expression levels of miRNAs that significantly either increased (≥2-fold) or decreased (≥2-fold) in FA compared to O_3_ (FA vs. O_3_) and vice versa in males and females. 

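At an FDR of 0.1 from limma, 3 of 448 miRNAs differed between O3 and FA in SP-A2 males (2 higher and 1 lower after O3), 4 of 373 in SP-A2 females (3 higher, 1 lower), 0 of 234 in co-ex males, 4 of 290 in co-ex females (all higher), 17 of 328 in KO males (16 higher, 1 lower) and 0 of 287 in KO females. At an unadjusted p below 0.05, the counts were 79, 46, 8, 30, 45 and 22 in the same order. After median-ratio rescaling, 15 miRNAs were higher and 3 lower in KO males. The test on recovered reads that moved the counts most was DESeq2, with 54, 26, 5, 14, 41 and 2 miRNAs in the same order, and edgeR's quasi-likelihood test gave 5, 2, 0, 0, 16 and 0. Of the 119 pairs of a miRNA and a group with a deposited q-value of the authors below 0.1, limma called 26 and DESeq2 118. The overlap with DESeq2 is not independent, since the names of the authors' tables mention DESeq2 where their methods name edgeR and TCC. Single mice decided several counts. Without O3 replicate 3, 40 miRNAs were called in SP-A2 males and 5 in KO males. Without O3 replicate 2, 26 were called in SP-A2 females, and without FA replicate 3, 13 were called in co-ex females. Without FA replicate 2, 0 were called in SP-A2 females and 0 in co-ex females.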

The results are shown in Table 1 and Supplementary Materials File S1. A large number of miRNAs, the levels of which changed (≥2-fold either increasing or decreasing) in response to O_3_ compared to FA exposure, were observed for all three groups in both males and females (Table 1). 

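In SP-A2 males, miR-142a-3p fell from a normalized value of 2040.1 ± 511 (SD, n = 3) after FA to 208 ± 55.8 (n = 3) after O3 (log2 -3.28, SE 0.40, limma adjusted p = 0.0044). Its precursor lies on chromosome 11 of GRCm38 from 87756864 to 87756927, in an intron of Mir142hg, and the call held without each of the 6 mice and under the 8 other settings. miR-10a-5p rose from 422 ± 116 to 1856 ± 405 (log2 2.15, SE 0.39, adjusted p = 0.0576), a call kept in 2 of the 6 fits that each left out 1 mouse, with an adjusted p of up to 0.298 (without O3 replicate 2). In SP-A2 females, miR-100-5p was higher after O3 (log2 3.08, adjusted p = 0.0454), and miR-125b-1-3p was at 0 in all FA mice and at 63.3 ± 38.5 (n = 4) after O3, at least 16.1-fold higher. Each of these calls was kept in 4 of the 8 fits that left out 1 mouse. Without O3 replicate 3, the adjusted p of miR-125b-1-3p was 0.214, and without O3 replicate 1 that of miR-100-5p was 0.249. In co-ex females, let-7c-5p rose from 12827 ± 6328 to 59615 ± 26529.7 (n = 4 each, log2 2.26, SE 0.50, adjusted p = 0.0225), miR-143-3p from 197 ± 294 to 3188 ± 2120.4 (log2 5.63, SE 1.26, adjusted p = 0.0225) and miR-125b-5p from 971 ± 871 to 4877 ± 1668 (log2 2.63, SE 0.59, adjusted p = 0.0225). Without FA replicate 2, the adjusted p of let-7c-5p and miR-125b-5p was 0.127, and without O3 replicate 1 that of miR-143-3p was 0.194. In KO males, miR-6240 rose from 728 ± 343 to 8404 ± 5999.6 (log2 3.36, adjusted p = 0.0096), miR-1961 from 97.3 ± 84.4 to 4832 ± 3695 (log2 5.52, adjusted p = 0.0115) and miR-2137 from 371 ± 286 to 34163 ± 26743 (log2 5.86, adjusted p = 0.0135). These 3 calls held without each of the 8 mice and under the 8 other settings. However, miR-6240 was at 65316 in SP-A2 female FA replicate 4, against 639 to 1206 in the other FA mice of that group. The highest KO male O3 mouse was at 16773, so a value this high also occurred without O3. The precursors lie on chromosome 5 from 114851948 to 114852064 (miR-6240) and from 92788451 to 92788562 (miR-1961) and on chromosome X (miR-2137). miR-10a-5p, miR-100-5p, miR-125b-5p and miR-143-3p are on a list of 12 miRNAs of mesenchymal cells, whose values were higher after O3 in 55 of 55 cases over the 6 genotype and sex groups. miR-142a-3p is on a list of 5 miRNAs of lymphoid cells, with 13 of 30 cases higher after O3. miR-100 and miR-125b-1 lie within 1 cluster on chromosome 9, from 41531425 to 41582002, so that their calls are not independent.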

The co-ex had the lowest number of miRNAs increased or decreased (≥2-fold) with significantly changed levels.

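Counted as in Table 1 by a ratio of mean normalized values of at least 2, 56 miRNAs changed in co-ex males (20 higher after FA and 36 higher after O3) and 61 in co-ex females (13 and 48). In SP-A2, 110 changed in males (40 and 70) and 102 in females (37 and 65), and in KO, 94 changed in males (25 and 69) and 98 in females (37 and 61). As a share of the miRNAs identified in each genotype, these are 33.9% and 37.0% in co-ex males and females, 35.6% and 33.0% in SP-A2, and 38.7% and 40.3% in KO. Of the changed miRNAs, 50 in SP-A2 males, 31 in SP-A2 females, 5 in co-ex males, 23 in co-ex females, 32 in KO males and 14 in KO females had an unadjusted limma p below 0.05, and 2, 3, 0, 4, 15 and 0 passed an FDR of 0.1. The setting that moved a list most was the use of geometric in place of arithmetic means, under which 65 miRNAs in place of 25 were higher after FA in KO males.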

A comparison of miRNAs in males and females in response to FA or O_3_ exposure revealed the following. In response to FA, a number of the significantly (≥ 2-fold) changed miRNAs, shown in Table 1, were found to be in common in males and females, indicating that the expression of these miRNAs is independent of sex. These included eight miRNAs for SP-A2, two miRNAs for co-ex, and two miRNAs for KO, leaving the expression of the majority of the changed miRNAs under the FA condition to be present only in either males or females. However, in response to O_3_, a significantly larger number of miRNAs were found to be in common between males and females in all three groups. 

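After FA, the 8 miRNAs at least 2-fold higher in both SP-A2 males and females were miR-135b-5p, miR-142a-3p, miR-15a-5p, miR-16-2-3p, miR-32-5p, miR-5106, miR-5107-5p and miR-764-5p. Lists of 40 and 37 out of 309 would share 4.79 by chance (one-sided Fisher's exact test, p = 0.0838). The 2 shared by co-ex males and females were miR-466q and miR-877-3p, where chance gives 1.58 (Fisher's exact p = 0.486), and the 2 shared by KO males and females were miR-17-5p and miR-3084-3p, where chance gives 3.81 (Fisher's exact p = 0.923). Apart from miR-142a-3p and miR-17-5p, these miRNAs are named here after their values were seen. As a share of the miRNAs on either list, those shared were 11.6% in SP-A2, 6.45% in co-ex and 3.33% in KO.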

SP-A2 had 33 in common, co-ex had 25, and 36 for KO (Figure 2, Supplementary Materials File S1). 

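After O3, 33 of the miRNAs at least 2-fold higher were shared by SP-A2 males and females, 25 by co-ex and 36 by KO males and females. Lists of these lengths would share 14.7, 10.5 and 17.3 miRNAs by chance (one-sided Fisher's exact test, p = 1.1e-08, 1.0e-08 and 3.9e-09). The shared miRNAs were 32.4% of those on either list in SP-A2, 42.4% in co-ex and 38.3% in KO. Fisher's exact test counts each miRNA as independent.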

### 3.3. Shared miRNAs among the Three Studied Groups in Response to FA or O_3_ in Males and Females

For this analysis, we used miRNAs (*n* = 163) found to be present/detectable (regardless of the level of expression) in all three groups. 

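Within the 161 miRNAs identified in SP-A2, co-ex and KO, 15, 19 and 12 were at least 2-fold higher after FA in males of the respective groups and 11, 13 and 21 in females. No miRNA was on all 3 lists of males, with 0.131 given by chance, and 3 were shared by SP-A2 and co-ex males. miR-142a-3p was on all 3 lists of females, with 0.117 miRNAs given by chance (one-sided permutation test with 100000 resamples, p = 0.111). The ratio of mean values of miR-142a-3p, O3 over FA, was 0.376 in SP-A2 females, 0.329 in co-ex females and 0.191 in KO females. In co-ex females it was at 0 in 2 of 4 mice after FA, and its log2 change there was 0.61 (limma adjusted p = 0.951). In SP-A2 females the adjusted p was 0.147, and 0.0416 without O3 replicate 2. In KO females, replicate 4 was at 0 after each exposure. The mean log2 value of miR-142a-3p was higher after O3 in KO males, at 8.91 against 7.72 after FA. It was also higher in co-ex males, at 5.56 against 4.38, where mice were at 0 after each exposure.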

The Venn diagrams in Figure 3 show that in response to FA, there are either no miRNAs (males) or only one miRNA (females) in common among the three groups. However, in response to O_3_, there is a significantly higher number of miRNAs found in common in males (*n* = 14) and females (*n* = 18) among the three groups (Figure 3, Supplementary Materials File S2). Collectively, the data in Figure 2 and Figure 3 indicate that in response to O_3_, although gene/genotype- and sex-specific differences remain in terms of the AM miRNome compared to FA, more miRNAs are found to be in common among the three groups in males and females.

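After O3, the lists of miRNAs at least 2-fold higher held 33 (SP-A2), 35 (co-ex) and 39 (KO) of the 161 miRNAs in males and 31, 47 and 33 in females. The 14 miRNAs on all 3 lists of males compare with 1.74 given by chance, and the 18 on all 3 lists of females with 1.85 (one-sided permutation test, p = 1e-05 for both, the smallest that 100000 resamples can give). By pairs of genotypes, SP-A2 and co-ex shared 18 in males and 23 in females. With medians in place of means, 0 miRNAs were shared after FA by the 3 genotypes in females, where 1 was shared with means.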

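Sex differences were also tested directly, by edgeR's quasi-likelihood test on recovered reads with males and females of 1 genotype and exposure normalized together. In SP-A2, 15 miRNAs differed between males and females after FA at an FDR of 0.1 (10 higher and 5 lower in males), and 0 after O3, where 32 of 354 had an unadjusted p below 0.05. In co-ex and KO, 0 miRNAs differed after either exposure, and 12 and 25 had an unadjusted p below 0.05 after FA and 7 and 9 after O3. In SP-A2 after FA, miR-155-5p was at 93.3 ± 52.9 CPM in males (SD, n = 3) and 842 ± 248 in females (n = 4), a log2 difference of -3.17 (edgeR adjusted p = 0.0126). The largest change with another setting was under DESeq2, which called 41 miRNAs after FA and 11 after O3. Without the FA male of replicate 1, edgeR called 3 after FA, without the FA female of replicate 4, it called 31, and without the O3 male of replicate 1, it called 1 after O3. In co-ex after FA, 3 were called without male replicate 1, and in KO after FA, 3 without male replicate 2. A count of 15 against 0 does not test whether the sexes differed less after O3. Whether the difference between the sexes changed in either direction was tested by the interaction of sex and exposure in limma, which called 1 of 354 miRNAs in SP-A2 (miR-155-5p, which rose in males and fell in females), 0 of 217 in co-ex and 0 of 270 in KO, where 3 and 27 had an unadjusted p below 0.05. On simulated data, this interaction test recovered 33.3%, 16.7% and 16.7% of miRNAs that responded 8-fold more in 1 sex in the 3 genotypes. From the larger numbers in common after O3 in Figures 2 and 3, the paper concludes that genotype-specific and sex-specific differences remain while more miRNAs are shared.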

### 3.4. Ingenuity Pathway Analysis (IPA) Pathways

IPA was performed to identify target genes of the significantly changed miRNAs and pathways involved in SP-A2, co-ex, and KO males and females under the studied conditions. The results of the IPA analysis were subjected to one-way ANOVA before and after the Bonferroni correction for each study set (i.e., SP-A2 females in FA vs. O_3_) yielded identical signaling networks and pathways because the miRNA data input in the IPA was same. The target genes of the differentially expressed miRNAs identified by IPA are involved in anti-apoptosis, cell cycle, cellular growth and proliferation, as well as proinflammatory responses. The miRNA target genes included AGO2, AKT1, ARG1, BCL2, CASP3, CASP8, CASP9, CCND1, CCND2, CCNE1, CDK2, CDK7, CDKN2A, CTNNB1, DDX20, E2F3, EGR2, FOXO1, GADD45A, IL6, IL10, IL2RG, JUN, MDTH, MMP9, MYC, MYD88, PPARA, PTEN, SMAD2, STAT3, TLR2, TLR3, TLR4, TNF, and TNFSF12. 

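Of the miRNAs in Table 2, 33 were in the tables of SP-A2 males, 33 in SP-A2 females, 30 in co-ex males, 31 in co-ex females, 32 in KO males and 33 in KO females, 192 pairs of a miRNA and a group. In 103 of the 191 pairs with a ratio, the mean normalized value was higher after O3, and in 88 it was lower. At an FDR of 0.1 from limma, 7 of the 192 pairs differed between O3 and FA. These were miR-155-5p and miR-125b-5p in SP-A2 females, miR-143-3p and miR-125b-5p in co-ex females, and miR-143-3p, miR-199b-3p and miR-125b-5p in KO males. On recovered reads, DESeq2 called 19 pairs. In KO males, miR-199b-3p was higher by 2.85 on the log2 scale (limma adjusted p = 0.0538) and miR-125b-5p by 2.33 (adjusted p = 0.0794), and each call was kept in 3 of the 8 fits that left out 1 mouse. The adjusted p was 0.183 for miR-199b-3p without O3 replicate 3 and 0.237 for miR-125b-5p without FA replicate 3. In SP-A2 females, miR-125b-5p was higher by 2.60 (adjusted p = 0.0726). That call was also kept in 3 of the 8 fits, with an adjusted p of 0.280 without FA replicate 2. miR-125b-5p can come from Mir125b-1 on chromosome 9 or Mir125b-2 on chromosome 16, which give the same mature miRNA. The paper lists these miRNAs as those that significantly changed and takes them into the pathway analysis. Since the list was chosen on these mice, a count over it is not independent evidence.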

The miRNAs that significantly changed in response to O_3_ exposure and their targets in SP-A2, co-ex, and KO males and females are listed in Table 2. 

### 3.5. Validation of miRNA Target Genes

The expression of miRNA target genes identified by IPA was next validated by qRT-PCR analysis on AM cell samples isolated from SP-A2, co-ex, and KO males and females after FA or O_3_ exposure (Figure 4). In response to O_3_, the expression levels of 12 genes: ARG1, BCL2, CASP3, CCNE1, CDK7, CDKN2A, DDX20, E2F3, GADD45A, IL-10, PPARA, and TNF, significantly increased in co-ex and SP-A2 males compared to females (Figure 4A,B) whereas the expression levels of another 12 genes: AKT1, CASP8, CASP9, CCND2, CTNNB1, IL2RG, JUN, MMP9, MTDH, PTEN, STAT3, and TLR2, significantly increased in co-ex and SP-A2 females compared to males (Figure 4A,B). The expression levels of the other validated genes were discordantly either increased or decreased between SP-A2 and co-ex males and females. The expression levels of MYC, SMAD2, TLR3, and TNFSF12 in SP-A2 (Figure 4B), and CDK2 and SMAD2 in co-ex (Figure 4A) remained similar between sexes. In contrast, in SP-A-KO, in response to O_3_, the expression levels of nearly all of the genes studied significantly increased in males compared to females (Figure 4C), with the exception of CDK2, which did not change between sexes, and the CCNE1, and PPARA, which significantly increased in females in response to O_3_ compared to males (Figure 4C).

In summary, in the absence of SP-A, in KO, the overwhelming majority of the validated target genes (*n* = 33) showed increased expression in males compared to females. Two showed a significant increase in females compared to males and one gene (CDK2) showed no sex differences. In the presence of the SP-A2, a larger number of genes in females (*n* = 20) exhibited increased expression compared to males (*n* = 12). Four genes (MYC, SMAD2, TLR3, and TNFSF12) did not show sex differences in their expression. In the presence of both gene products (co-ex), similarly to SP-A2, there was a large number of genes that exhibited increased expression. Two genes (CDK2 and SMAD2) did not show sex differences in their expression. However, in co-ex, the larger number of genes that exhibited increased expression was in males (*n* = 21) than in females (*n* = 13). The number and direction of expression (increase or decrease) of genes that showed a significant change in co-ex males or females is almost the opposite of what is observed in the presence of SP-A2, where the larger number of genes exhibiting increased expression was in females. This may indicate an interactive role of SP-A1 and SP-A2 in the observed sex differences. The presence of SP-A1 (in addition to SP-A2) may bring about a downregulation of miRNA-target genes in females, and a relative upregulation in males as depicted in co-ex vs. SP-A2 alone. In the absence of SP-A, as shown in the KO, there is an overwhelming upregulation in males. Thus, both gene products are required for perhaps a more balanced gene expression in males and females. This is consistent with the lower number of miRNAs with changed levels observed in co-ex than either SP-A2 or KO in response to O_3_ (Table 1).

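Within the 161 miRNAs identified in all groups, 54 changed at least 2-fold in co-ex males and 60 in co-ex females, against 48 and 42 in SP-A2 and 51 and 54 in KO. These are 33.5% and 37.3% of the 161 in co-ex, 29.8% and 26.1% in SP-A2 and 31.7% and 33.5% in KO. Whether the counts differ between genotypes was not tested.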

### 3.6. In Response to O_3_ Exposure

#### 3.6.1. SP-A Genotype-Independent miRNAs (i.e., Found in Common among the Three Groups (SP-A2, co-ex, KO))

Of the miRNAs (*n* = 163) found to be in common in all three groups (SP-A2, co-ex, and KO) and changing in response to O_3_ exposure, 14 and 18 miRNAs (≥2-fold) were present in males and females, respectively, in all 3 groups (Figure 3 and Supplementary Materials File S2), indicating that these are SP-A genotype independent. Out of these, 13 miRNAs were found to be in common in both males and females. 

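The 14 miRNAs at least 2-fold higher after O3 in males of all 3 genotypes were miR-6236 and 13 that females shared. In females, the 18 were the same 13 with let-7b-3p, let-7k, miR-125b-5p, miR-200b-5p and miR-99a-5p. Of these, miR-6236, let-7b-3p, let-7k, miR-200b-5p and miR-99a-5p are named here after their values were seen.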

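The 13 miRNAs were miR-10a-5p, miR-143-3p, miR-1961, miR-199b-3p, miR-2137, miR-320-5p, miR-3473e, miR-34b-3p, miR-3535, miR-375-3p, miR-455-3p, miR-6538 and miR-92b-3p. Since each was chosen for a ratio of at least 2 in all 6 groups, a higher mean value after O3 in each is part of the choice. Their log2 changes were between 0.63 and 6.45 in the 78 pairs of a miRNA and a group, of which 47 had an unadjusted limma p below 0.05 and 10 passed an FDR of 0.1. DESeq2 on recovered reads called 41. miR-2137, from chromosome X 72992079 to 72992144 in an intron of Zfp185, had ratios of mean values between 7.48 and 92.1 and an unadjusted p below 0.05 in 6 of 6 groups. miR-143-3p, from chromosome 18 61649196 to 61649258, had ratios between 3.61 and 16.2 and an unadjusted p below 0.05 in 6 of 6 groups. miR-143-3p and miR-10a-5p are on the list of miRNAs of mesenchymal cells and miR-375-3p is on that of epithelial cells. With geometric means in place of arithmetic means, 9 miRNAs were at least 2-fold higher in all groups, and with medians 8.

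**Figure D1:**
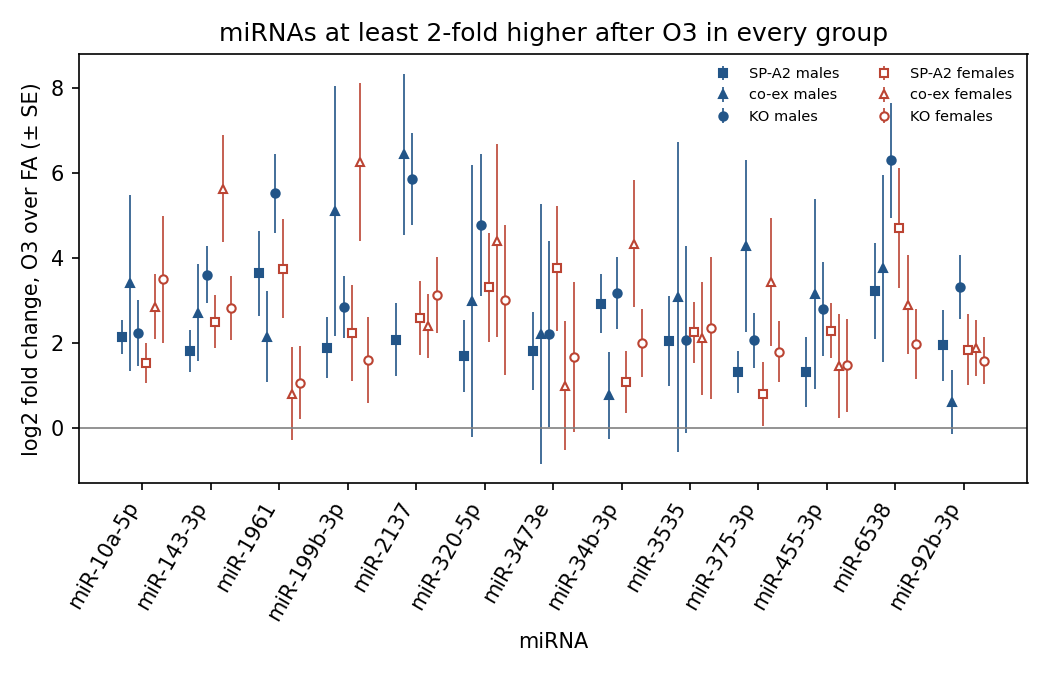
Log2 change from FA to O3 (log2 of the normalized value + 1, y axis) of the 13 miRNAs at least 2-fold higher after O3 in all groups, in SP-A2 (squares), co-ex (triangles) and KO (circles) males (filled) and females (open), with SE bars from limma. All 78 values are above 0, from 0.63 to 6.45.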

The IPA analysis of these (*n* = 14 in males; *n* = 18 in females) miRNAs identified target genes predicted (TargetScan) to be involved in proinflammatory (TNF, TNFSF12, TLR2, TLR3, and TLR4), cell cycle, growth, and proliferation (CCND1, CCND2, CCNE1, CDK7, E2F3, JUN, PPARA, and PTEN). The expression levels of these target genes were significantly altered in response to O_3_ exposure in males and females, as shown in Figure 4. 

Although a substantial number of the miRNAs used in IPA were found to be in common (*n* = 13) in males and females after O_3_ exposure, their target gene expression differed between males and females in all three groups, except for TLR3 and TNFSF12, which did not change between sexes in SP-A2. Thus, other mechanisms may contribute directly or indirectly to the regulation of the target genes of these SP-A genotype-independent miRNAs.

#### 3.6.2. SP-A Genotype-Dependent miRNAs (i.e., Not Found in Common among the Three Groups)

IPA of miRNAs that are not common (*n* = 149 and 145 for males and females, respectively) in all three groups (SP-A2, co-ex, and KO) (Supplementary Materials File S2) in response to O_3_ exposure showed that the targets of these miRNAs are associated with the same pathways as noted above for the miRNAs found to be in common among the three groups. These include proinflammatory (IL6, MTDH, TLR2, TLR3, TNF, and TNFSF12), and cell cycle, growth, and proliferation (CCND1, CCNE1, CTNNB1, CDK7, E2F3, FOXO1, and PPARA). 

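The miRNAs of the 161 that were not at least 2-fold higher after O3 in all 3 genotypes were 147 in males and 143 in females.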

In summary, it is evident that the group of miRNAs found to be in common in all three study groups and the group of miRNAs not found to be in common in the three study groups, although different, some of these, target the same genes. The pathways identified by IPA based on the miRNome in response to O_3_ exposure include proinflammatory and cell cycle, growth, and proliferation pathways. We speculate that AMs initiate these pathways as recovery mechanisms to alleviate the impact of O_3_ exposure regardless of SP-A genotype or lack of SP-A, but the degree of success may in part depend on the combination of miRNAs that regulate the genes involved. This putative combination of miRNAs may consist, among others, of miRNAs specific to a given SP-A genotype, miRNAs specific to males or females, and miRNAs specific to the interaction of SP-A genotype/sex/O_3_ exposure.

The collective information indicates that O_3_ exposure has a significant impact on the expression of miRNAs and their target genes in an SP-A genotype-specific and sex-specific manner. 

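The response to O3 was compared between SP-A2 and co-ex by the interaction of genotype and exposure in limma. In it the scaling of each table cancels for values well above 1, but not for values near 0, because of the added 1. At an FDR of 0.1, 0 of 227 miRNAs differed in males and 0 of 283 in females, and 9 and 9 had an unadjusted p below 0.05. On simulated data with the spread of these mice, the test recovered 5% of miRNAs that responded 8-fold more in 1 genotype in males and 23.3% in females, so that differences of this size were mostly not detectable with these mice.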

A pictorial integration and summary of all molecules studied here is shown in Figure 5 for the co-ex. These include the significantly changed miRNAs, their validated targets, and the signaling pathways identified by IPA. Supplementary Materials Figure S1A,B depict a similar summary for SP-A2 and KO, respectively, as shown in Figure 5 for co-ex. 

## 4. Discussion

Four hours after a 3 h O_3_ exposure, both sex- and SP-A gene-specific differences were observed in the AM miRNome, with SP-A2 males exhibiting significant differences [39]. No significant differences were observed in AMs from mice expressing SP-A1. AMs from mice that expressed both gene products (co-ex) [85] when compared to SP-A2 male mice after O_3_ exposure [39] exhibited both similarities and differences in the miRNA-targeted genes and pathways [85]. In the present study, we wished to investigate the effect of O_3_ exposure at a later time point to determine whether the AM miRNome from SP-A2 mice exhibits a delayed response compared to co-ex or whether it remains qualitatively different from that in co-ex. Towards this, human transgenic (hTG) mice, expressing SP-A2 (1A^0^), or both gene products (co-ex), and SP-A-KO were exposed to filtered air (FA) and O_3_ and AM miRNA levels were identified at 18 h after a 3 h O_3_ exposure. The target genes of the significant miRNAs were validated and studied by IPA to identify signaling pathways. The observations made include (i) significant differences in AM miRNome of SP-A2, co-ex, and KO in terms of sex and exposure; (ii) the AM miRNome was largely downregulated significantly in response to O_3_ compared to the control (FA) in both males and females in all studied groups; (iii) the expression of the overwhelming majority of miRNA targets in KO males was increased compared to females. 

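Over all identified miRNAs, the ratio of mean normalized values, O3 over FA, had a median of 1.06 in SP-A2 males, 1.08 in SP-A2 females, 1.04 in co-ex males, 1.11 in co-ex females, 1.18 in KO males and 1.15 in KO females. It was above 1 for 52.8%, 54.7%, 52.7%, 55.8%, 55.6% and 60.1% of the miRNAs in the same order. The values had been divided by a factor for each mouse, which can remove a change common to all miRNAs. Of the 28 calls made by limma over the 6 comparisons, those of co-ex females were all higher after O3, and those that were lower were miR-142a-3p in SP-A2 males, miR-155-5p in SP-A2 females and miR-219a-1-3p in KO males. DESeq2 on recovered reads made 142 calls, of which 104 were higher and 38 lower after O3.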

In SP-A2, about 56% of the targets showed an upregulation in females compared to males, whereas in co-ex, the opposite was observed, with 58% being upregulated in males; (iv) miRNA-mRNA targets of all three study groups were involved in proinflammatory response, anti-apoptosis, cell cycle, cellular growth, and proliferation pathways. These data indicate that although the overwhelming majority of miRNAs are downregulated in response to O_3_ and similar pathways are observed for the three study groups, the expression of the miRNA-mRNA targets differs as a function of SP-A genotype and sex. This indicates that mechanisms other than those mediated by miRNA play a role. Moreover, the presence of SP-A1 as shown in co-ex appears to play a significant role in the regulation of miRNA targets in a sex-specific manner.

### 4.1. Anti-Apoptosis, Cell Cycle, Growth, and Proliferation

The mRNA levels of anti-apoptotic protein BCL2 were significantly increased in both SP-A2 and co-ex males but decreased in females at 18 h post-O_3_. This is consistent with observations made at 4 h post-O_3_ exposure [39,85]. Several studies showed that the expression of BCL2 was significantly increased in response to various environmental insults [91,92,93]. 

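miR-16-5p, which can come from Mir16-1 on chromosome 14 or Mir16-2 on chromosome 3, was at 10194 ± 1413 after FA and 16526 ± 11575 after O3 in SP-A2 males (SD, n = 3 each), a ratio of 1.62. The ratio was 0.787 in SP-A2 females, 1.04 in co-ex males and 2.30 in co-ex females. None of these differences was significant (limma adjusted p of 0.775, 0.615, 0.941 and 0.825). In SP-A2 males, the difference was smaller than the SD after O3. Its adjusted p there was 0.0845 without O3 replicate 3. miR-21a-5p, from chromosome 11 86584067 to 86584158 in an exon of Vmp1, was at 145128 ± 10089.8 after FA and 94178 ± 57677 after O3 in SP-A2 males. Its ratio was 0.649 there, 0.553 in SP-A2 females, 1.34 in co-ex males and 0.563 in co-ex females (limma adjusted p of 0.471, 0.362, 0.941 and 0.640). In SP-A2 females, the adjusted p was 0.0374 without O3 replicate 2.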

The expression of miR-16-5p and miR-21a-5p, which target BCL2 [94,95,96,97], was significantly decreased in the present study in both SP-A2 and co-ex except in co-ex females where miR-16-5p increased. Although O_3_ differentially affects BCL2 expression in males and females, there appears to be a disconnect between miRNA expression and target gene expression, indicating that miRNAs not studied here or other mechanisms contribute directly or indirectly to the BCL2 regulation after O_3_ exposure. 

O_3_ exposure differentially affected the expression of molecules involved in cell cycle and growth and proliferation in the studied groups. A number of miRNAs whose expression was for the most part downregulated after O_3_ exposure were predicted to target genes involved in cell cycle and growth and proliferation pathways, such as CCND1, CCND2, CCNE1, CDK2, CDK7, CDKN2A, E2F3, GADD45A, and MYC (Table 2). For example, miR-16-5p and miR-17-5p, which are predicted to bind CCND1, CCND2, CCNE1, CDK7, E2F3, and MYC mRNAs, have been shown in several studies to regulate these genes [98,99,100,101]. 

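miR-17-5p, from chromosome 14 115043671 to 115043754 in an exon of Mir17hg, was among the less abundant miRNAs, at 31.4 ± 29.2 after FA and 62.5 ± 40.1 after O3 in SP-A2 males (SD, n = 3 each), and at 84.5 ± 42.9 and 17.9 ± 29.5 in KO males (n = 4 each), where 2 of 4 O3 mice were at 0. The ratio of mean values, O3 over FA, was 1.99 in SP-A2 males, 0.734 in SP-A2 females, 0.978 in co-ex females, 0.212 in KO males and 0.199 in KO females, and the table of co-ex males does not list it. The limma adjusted p was 0.565, 0.915, 0.94, 0.358 and 0.838 in the same order. In KO, miR-16-5p had a ratio of 0.62 in males (adjusted p = 0.504) and 0.929 in females (adjusted p = 0.897).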

The mRNA levels of CCNE1, CDK7, CDKN2A, E2F3, and GADD45A were increased in males, which is consistent with the downregulation of miRNAs regulating their expression. In females, on the other hand, there was a decreased expression of these genes in spite of the miRNA downregulation. The opposite was observed for other genes in this pathway. The mitogen-activated protein kinase (MAPK) pathway has the potential to regulate genes involved in cell cycle, growth, and proliferation, as well as proinflammatory and anti-apoptosis [102,103,104]. In the present study, we found the expression of several genes involved in the MAPK pathway to be altered after O_3_ exposure. For example, an increase of FOXO1 was observed in both co-ex and SP-A2 males, and the miRNA that targets FOXO1 and miR-378-3p was significantly downregulated in both co-ex and SP-A2 (Figure 5 and Supplementary Materials Figure S1B). 

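The files list miR-378a-3p, from chromosome 18 61397835 to 61397900 in an intron of Ppargc1b. Its mean normalized value was 1018 ± 60.7 after FA and 1268 ± 382 after O3 in SP-A2 males (SD, n = 3 each), a ratio of 1.25. The ratio was 0.631 in SP-A2 females, 0.500 in co-ex males and 0.598 in co-ex females. By limma, the adjusted p was 0.759 in SP-A2 males, 0.479 in SP-A2 females, 0.941 in co-ex males and 0.64 in co-ex females.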

FOXOs are transcription factors involved in the homeostasis of ROS and can function as a negative feedback loop to control cellular reactive oxygen species [105]. FOXO1 regulates the expression of antioxidant genes, such as CAT and SOD2, both of which are known to neutralize free radicals generated by ROS. We have previously shown that at 18 h post-O_3_ exposure, the level of SOD2 mRNA was decreased in SP-A2 males, whereas, in KO, both SOD2 and CAT were significantly increased, indicating that SP-A2 may play a role in the homeostasis of ROS [39]. In fact, our recent studies indicate that SP-A2 contributes/regulates the NAD(H) redox status in a sex-dependent manner [106]. Thus, the observed FOXO1 upregulation may be a mechanism that alleviates the ROS impact on AM cells of male SP-A2 and co-ex compared to females. 

### 4.2. Proinflammatory Responses

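miR-191-5p, from chromosome 9 108568319 to 108568392, had ratios of mean normalized values, O3 over FA, between 0.707 in KO males and 1.31 in SP-A2 males, with a limma adjusted p of 0.463 or more in all 6 groups. For miR-92a-3p, the ratio was 2.01 in SP-A2 females and 0.38 in KO females and between those in the other groups, with an adjusted p of 0.531 or more. Without O3 replicate 2, it was 0.0416 in SP-A2 females. In KO females it was at 25166 ± 25391 after FA (SD, n = 4), so that the difference was within the spread between mice.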

The pro- and anti-inflammatory cytokine IL-6 is regulated by miR-191-5p, miR-155-5p, and miR-92-3p [39,107], the expression of which was variably changed in the study groups. Of these, the up- and downregulation of miR-155-5p was consistent in the present study with the down- and upregulation of IL-6 in the various groups. However, the expression level of the other two miRNAs predicted to bind IL-6 was not consistent with the IL-6 expression levels. miR-155-5p is a multi-functional miRNA that regulates inflammatory signaling pathways [108], and is shown to negatively regulate the IL-6-triggered proinflammatory pathway by preventing Janus kinase 2 (JAK2)/signal transducer and activator of transcription 3 (STAT3) activation [107,109]. 

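miR-155-5p lies on chromosome 16 of GRCm38 from 84714140 to 84714204, in an exon of Mir155hg, with the precursor sequence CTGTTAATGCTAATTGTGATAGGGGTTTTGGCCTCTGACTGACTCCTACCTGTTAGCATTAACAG. In SP-A2 males, its normalized value was 76.3 ± 40.4 after FA and 519 ± 311 after O3 (SD, n = 3 each), a log2 change of 2.64 (SE 0.65, limma adjusted p = 0.118). In SP-A2 females, it fell from 627 ± 196 to 120.2 ± 53.5 (n = 4 each), a log2 change of -2.42 (SE 0.49, adjusted p = 0.0454). Within males alone, the adjusted p was 0.0333 without O3 replicate 1, and within females alone, it was 0.249 without FA replicate 2. The responses of the sexes differed by 5.06 on the log2 scale (SE 0.83), with an adjusted p of 0.0047 from the limma interaction over 354 miRNAs and between 0.00365 (median-ratio rescaling) and 0.0050 under the other settings. A two-sided exact permutation test over 1400 groupings of the mice gave p = 0.00143, the smallest possible. It took miR-155-5p alone and was not adjusted over the 354 miRNAs. With each mouse left out in turn, the difference stayed between 4.62 and 5.65. The log2 change was -0.61 in co-ex males, -0.65 in co-ex females, -2.72 in KO males and 2.14 in KO females (adjusted p of 0.945, 0.876, 0.439 and 0.727). In co-ex males after each exposure, KO males after O3 and KO females after FA, 1 mouse was at 0, and these changes depend on it. Without that mouse, the change was 0.03 in KO females and -0.71 in KO males, and in co-ex males it was -3.01 without the FA mouse at 0 and 2.68 without the O3 mouse at 0. In co-ex females the ratio of mean values was 2.09, in the other direction from the log2 change.

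**Figure D2:**
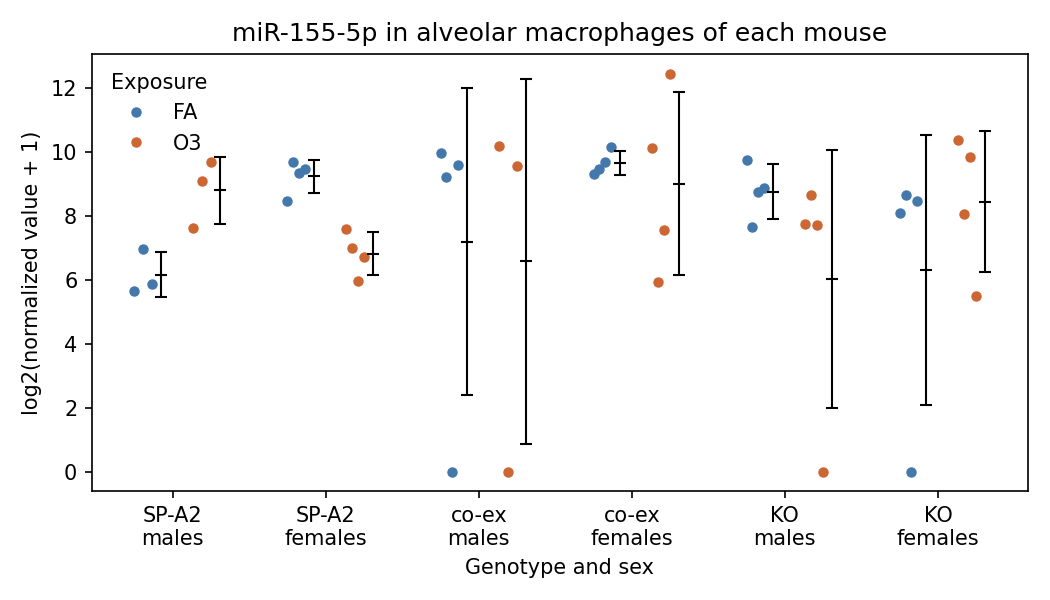
Normalized value of miR-155-5p in each mouse (log2 of the value + 1, y axis) in males and females of SP-A2, co-ex and KO after FA (blue) and O3 (orange), with the mean ± SD as bars. In SP-A2, the mean changes after O3 by 2.64 in males and by -2.42 in females.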

IL-6 is secreted by immune cells and lung endothelial and epithelial cells in response to environmental insults [110,111], and via its pleiotropic effects modulates pathogenesis, progression, and severity of various chronic lung diseases [112,113,114]. The level of IL-6 significantly decreased in SP-A2 males compared to females, whereas the opposite was observed in co-ex males and females at 18 h post-O_3_ exposure. However, at 4 h post-O_3_, an increase was observed in males of SP-A2 or co-ex [39,85]. This variable IL-6 regulation in the presence of the SP-A2 single gene product and in co-ex indicates an interplay of both gene products in the IL-6 regulation. 

Moreover, MMP9, which has been implicated in the pathogenesis of several lung diseases and injury [115,116,117,118], has been shown to increase the expression of IL-6 in response to O_3_ [119]. The expression of MMP9, on the other hand, is enhanced in AM cells and other cells in the lung by various stimuli, and specifically by ozone [120,121,122]. 

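let-7a-5p, which can come from Mirlet7a-1 on chromosome 13 or Mirlet7a-2 on chromosome 9, was at 58123 ± 13752 after FA and 81075 ± 9119 after O3 in SP-A2 males (SD, n = 3 each), a ratio of 1.39. The ratio was 0.942 in SP-A2 females, 0.912 in co-ex males and 1.36 in co-ex females, with a limma adjusted p between 0.565 and 0.951. In KO males, let-7a-5p had a log2 change of -1.02 (limma adjusted p = 0.133), and the adjusted p under the 8 other settings was between 0.0116 (DESeq2) and 0.147, with 4 of them calling it. In KO females the ratio was 1.02. miR-320-3p, from chromosome 14 70443510 to 70443591, had a ratio of 0.802 in SP-A2 males, 1.50 in SP-A2 females, 0.994 in co-ex males and 0.942 in co-ex females, with a limma adjusted p of 0.551 or more. Without O3 replicate 3, it was 0.0532 in SP-A2 males.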

In the present study, the expression of let-7a-5p and miR-320-3p, predicted to bind MMP9, was downregulated in both SP-A2 and co-ex, and MMP9 expression was increased in both SP-A2 and co-ex females compared to males, but in KO, its expression was instead increased in males vs. females. The increase in MMP9 expression may upregulate the expression of IL-6 in SP-A2 (but not in co-ex) females as shown in a previous study with wild-type mice [119].

Intracellular signaling mediated by STAT3 has been implicated in lung inflammation and in the pathogenesis of various lung diseases [123,124,125,126,127,128]. In response to O_3_, STAT3 gets phosphorylated and this results in the activation of genes involved in inflammation and injury [129]. miR-17-5p, miR-1195, and miR-155-5p are predicted to bind and regulate STAT3. The expression of these miRNAs was variably changed in the study groups in response to O_3_. Of these, the expression of miR-1195 is consistent with the observation made. Its decreased expression in SP-A2 and co-ex (males and females) is associated with increased expression of STAT3 in SP-A2 and co-ex females compared to males. 

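miR-1195, from chromosome 17 70860503 to 70860600, was at 90.4 ± 42.3 after FA and 126 ± 81.4 after O3 in SP-A2 males (SD, n = 3 each), a ratio of 1.39, and at 380.0 ± 169 and 164 ± 95.9 in SP-A2 females (n = 4 each), a ratio of 0.431. The ratio was 0.375 in co-ex males, 0.699 in co-ex females, 0.655 in KO males and 0.767 in KO females. None of these changes was significant by limma, with an adjusted p of 0.825, 0.374, 0.941, 0.825, 0.764 and 0.838 in the same order.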

Although some of the miRNAs were downregulated in males after 18 h post-O_3_, which should have resulted in an increase in the expression of STAT3, the opposite was observed, indicating that either the regulation of STAT3 by these (and perhaps other) miRNAs is dysfunctional or mechanisms other than miRNAs regulate its expression in males at 18 h post-O_3_. This differs from a previous observation where males showed a significant increase in STAT3 levels in response to 4 h post-O_3_ [39,85], indicating that in the presence of the single SP-A2 or both genes, STAT3 expression is differentially regulated in males and females at different time points, as a function of SP-A genotype. Moreover, a number of target genes involved in the regulation of the proinflammatory cytokines via STAT3 were significantly and variably altered in response to O_3_. However, the role of these miRNA target genes in regulating the pro- or anti-inflammatory response to environmental pollutants in males and females remains unexplored as a function of SP-A genotype. 

In general, the up- and downregulation of several of the genes studied in the various groups did not fully correlate with changes in the miRNAs that targeted these genes, as most miRNAs exhibited a downregulation. The varied gene expression was largely sex and SP-A genotype specific. Sex-specific and SP-A genotype-dependent differences in survival after infection [42] and O_3_ [25,27] have been shown in animal studies and sex hormones were shown to play a role [130]. These together point to underlying complexities of sex-mediated mechanisms in response to SP-A genotype that cannot be addressed by the miRNome alone, although miRNAs may partially contribute to mechanisms in response to various insults. 

## 5. Overall Comments 

SP-A-KO mice exhibited significantly poor survival after infection compared to wild-type mice [27] or compared to humanized transgenic mice where each expresses a different SP-A variant. Rescue with SP-A significantly improved survival [42], and the proteomic profile of the rescued KO AM resembled that of the wild type [131]. Observations, however, of the KO AM proteome [29,132], miRNome [39,85], or gene expression [133] are somewhat perplexing or paradoxical. These, among others, indicated that unchallenged AMs in the absence of SP-A may be in a state of OxS [29] as suggested by previous studies, where, after infection, the KO AM proteome was reminiscent of the uninfected wild-type proteome [132]. In the latter, proteins with pathogen defense functions were increased in the KO, indicating perhaps an attempt for the KO to overcome its host defense deficits. Similarly, in the present study, the KO AM miRNome shared similarities with SP-A2 and co-ex. However, in spite of various attempts of the KO AM to respond to insults in ways that may resemble those of the SP-A-expressing mice, they cannot overcome their host defense deficits as shown by their poor survival following infection [26,27,42]. 

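Of the 161 miRNAs identified in all groups, the lists of miRNAs at least 2-fold higher after O3 shared 20 between KO and SP-A2 and 20 between KO and co-ex in males, and 19 and 27 in females. After FA, KO shared 0 with SP-A2 and 1 with co-ex in males, and 4 with each in females.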

A recent paper using a Toponomic imaging system provided some insight into “pattern of expression” or combinational molecular phenotypes (CMPs) within individual cells [134]. In an SP-A1 rescue experiment, the patterns of expression or CMPs overlapped between KO and SP-A1-rescued KO AM, and the rescued AMs exhibited more diversity in the form of CMPs than the KO. This diversity/heterogeneity and the overlap of CMPs may in part explain the AM functional differences [25,26,27], where the presence of SP-A lead to a better outcome as shown with the ultimate readout survival [26,27,42].

Although, SP-A1 alone in the original study [39] did not show any significant effect on the AM miRNome at 4 h after O_3_ exposure, together with SP-A2 in co-ex, and regulated genes involved in the cell cycle, anti-apoptosis, and growth and proliferation pathways as early as 4 h post-O_3_ [85]. This is in contrast to SP-A2 males, where the cell cycle pathway was not detected at the 4 h time point but instead, the ROS homeostasis pathway was identified as playing a role [39]. One may postulate that in the absence of SP-A1, SP-A2 alone at the 4 h post-O_3_ time point affects ROS-related mechanisms and one of these mechanisms may be via its ability to regulate the NAD(H) redox status [106]. However, at a later time point (18 h), SP-A2 shifts to recovery mechanisms by perhaps activating the cell cycle, growth, and proliferation pathway (present study). However, even though the general pathways identified here for the three study groups (SP-A2, co-ex, and KO) were the same at 18 h, the processes involved in the regulation of the miRNome and the miRNA-mRNA targets differed significantly among the groups. The co-ex compared to SP-A2 had a lower total number of miRNAs either increased or decreased in response to O_3_ exposure. It was 49% (males) and 59% (females), approximately half of those in SP-A2. 

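The number of miRNAs changed at least 2-fold in co-ex, as a percentage of that in SP-A2, was 50.9% in males and 59.8% in females. For those higher after O3, it was 51.4% in males and 73.8% in females. These percentages rest on 165 identified miRNAs in co-ex against 309 in SP-A2. Over the 161 identified in all groups, more changed in co-ex than in SP-A2, 54 against 48 in males and 60 against 42 in females. Whether the counts differ between genotypes was not tested. Over all identified miRNAs, 30 of 35 groupings of the co-ex male mice and 6 of 35 of the co-ex female mice gave as many changed. From its own percentages of all changed miRNAs and the direction of the target genes, the paper proposes that both gene products may be needed for optimal AM function.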

The expression of most of the target genes increased in SP-A2 females compared to males, but the opposite was true for the co-ex. Collectively, these indicate that a) qualitative differences exist between AM from SP-A2 and co-ex up to at least 18 h after O_3_ exposure, b) the presence of both genes may be necessary for optimal AM functioning, and c) a regulatory interplay between SP-A1 and SP-A2 may exist, even though the SP-A1 by itself did not show any significant differences at 4 h post-O_3_ exposure in either males or females [39]. In humans with no known pulmonary disease, the ratio of SP-A1 to total SP-A in bronchoalveolar lavage (BAL) varies [54]. However, this ratio increases significantly in patients with cystic fibrosis, asthma, and positive bacterial culture [54]. Thus, a putative relative imbalance of the SP-A gene expression products in BAL may under certain conditions contribute to lung disease. This postulate is in part supported by animal studies, where animals with single-gene products survive equally well under unprovoked conditions, but in response, for example, to infection, their survival varies significantly [42]. Although the data of this study are largely in line with our previous observations, the current study has a few limitations: (a) the validation analysis was performed only for genes that are targeted by significantly changed miRNAs in co-ex, SP-A2, and KO males and females, and we did not look at the protein levels of the targeted mRNAs; and (b) we did not study the molecular mechanisms of the identified pathways. However, the result of this study advances our knowledge of the differential impact of SP-A genotype and sex on the AM miRNome in response to O_3_ exposure. 

## 6. Conclusions

(a) In response to O_3_ qualitative differences in the AM miRNome, target genes and signaling pathways were observed as a function of SP-A genotype and sex. (b) Fewer miRNAs were increased or decreased (≥2-fold) in co-ex than either group (SP-A2, KO). (c) O_3_ exposure attenuated sex differences as shown: (i) more miRNAs were found to be in common between males and females in each studied group compared to FA exposure, with co-ex having the lower number than either group (SP-A2 or KO); and (ii) more miRNAs were found to be in common in males or females among the three studied groups (i.e., regardless of SP-A genotype) compared to FA exposure. Together, these point to underlying complexities and an interplay of O_3_ effects, sex, and SP-A genotype. 

## Figures and Tables

**Figure 1:**
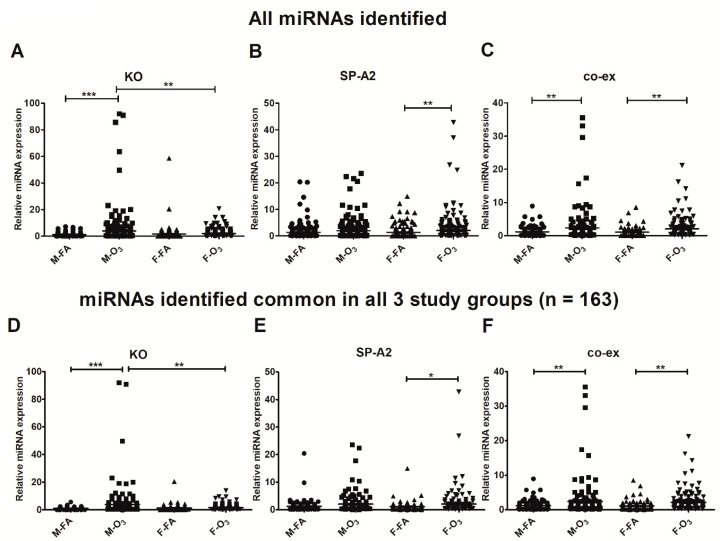
Regulation of the AM miRNome in SP-A2 (1A^0^), co-ex, and KO males (M) and females (F) after filter air (FA) and ozone (O_3_) exposure. Significant differences were determined by one-way ANOVA and subsequent Bonferroni multiple comparisons correction in KO males (**A**), and SP-A2 and co-ex females (**B**,**C**) as a function of exposure, co-ex males (**C**), and as a function of sex (KO males and females) after O_3_ exposure (**A**). Comparison analysis for the 163 miRNAs that were detectable in all of the studied groups (SP-A2, co-ex, and KO) after FA and O_3_ exposure. Significant differences are observed after Bonferroni multiple comparisons in KO males (**D**), SP-A2 and co-ex females (**E**,**F**) as a function of exposure, and co-ex males (**F**), and as a function of sex (KO males and females) after O_3_ exposure (**A**,**D**). * *p* < 0.05, ** *p* < 0.001, *** *p* < 0.0001.

**Figure 2:**
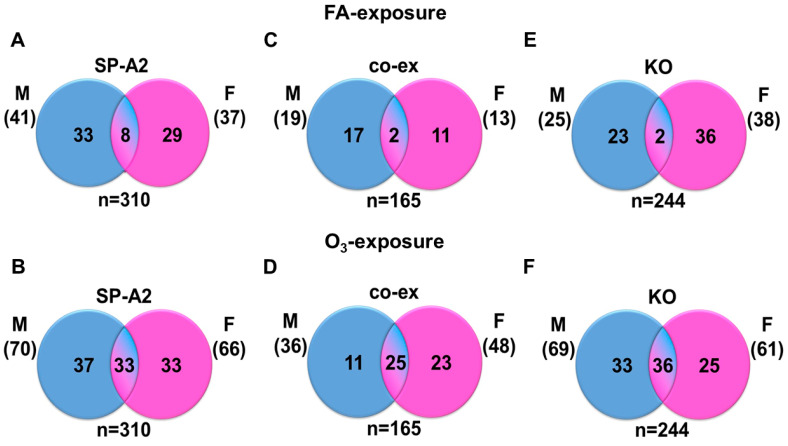
Comparison of miRNAs that are regulated (≥2-fold) by FA or O_3_ in SP-A2 (1A^0^), co-ex, and KO males and females. The changed miRNAs (≥2-fold) were used in the Venn diagrams shown. In response to FA and O_3_, for SP-A2, co-ex, and KO males and females, 310, 165, and 244 miRNAs were identified, respectively. Each Venn diagram shows the total number (n) of miRNAs for each group, the number of miRNAs specific to one or another, and the miRNAs found in common between any two groups. (**A**,**B)** show results as a function of exposure or sex for SP-A2, and similar results are shown for co-ex (**C**,**D**) and for KO (**E**,**F**). After FA **in SP-A2**, a comparison of differentially regulated miRNAs between males and females showed 41 miRNAs ≥ 2-fold in males and of these 33 were specific to males, and in females of the 37 miRNAs identified with ≥ 2-fold, 29 were specific to females. Eight miRNAs were identified to be in common between males and females after FA exposure (**A**). **In response to O_3_ exposure in SP-A2**, 70 miRNAs ≥ 2-fold were identified in males, and of these 37 were specific to males. In females, 66 miRNAs ≥ 2-fold were identified and of these 33 were specific to females. Thirty-three miRNAs were identified to be in common between males and females after O_3_ exposure (**B**). Comparable findings are shown for co-ex (**C**,**D**) and KO (**E**,**F**).

**Figure 3:**
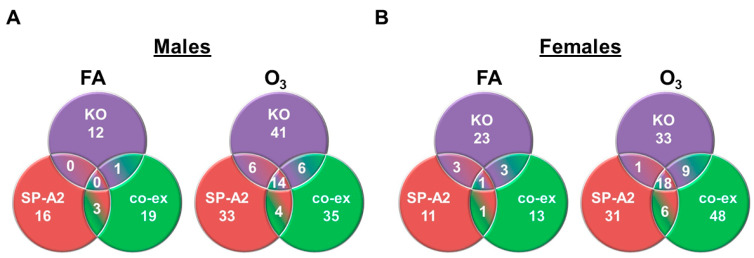
The Venn diagrams show miRNAs present in all 3 study groups that changed ≥2-fold in response to FA or O_3_. miRNAs (*n* = 163) were identified to be in common in all 3 study groups. Out of 163 miRNAs, in response to FA, no miRNAs (≥2-fold) were found to be in common in males in the three groups, but one miRNA (≥2-fold) was found to be in common in the three groups in females (**A**,**B**). In response to O_3_ exposure, 14 and 18 miRNAs (≥2-fold) were in common in the three study groups in males and females, respectively (**A**,**B**). The miRNAs found to be changed (≥2-fold) in all three groups are likely independent of SP-A regulation.

**Figure 4:**
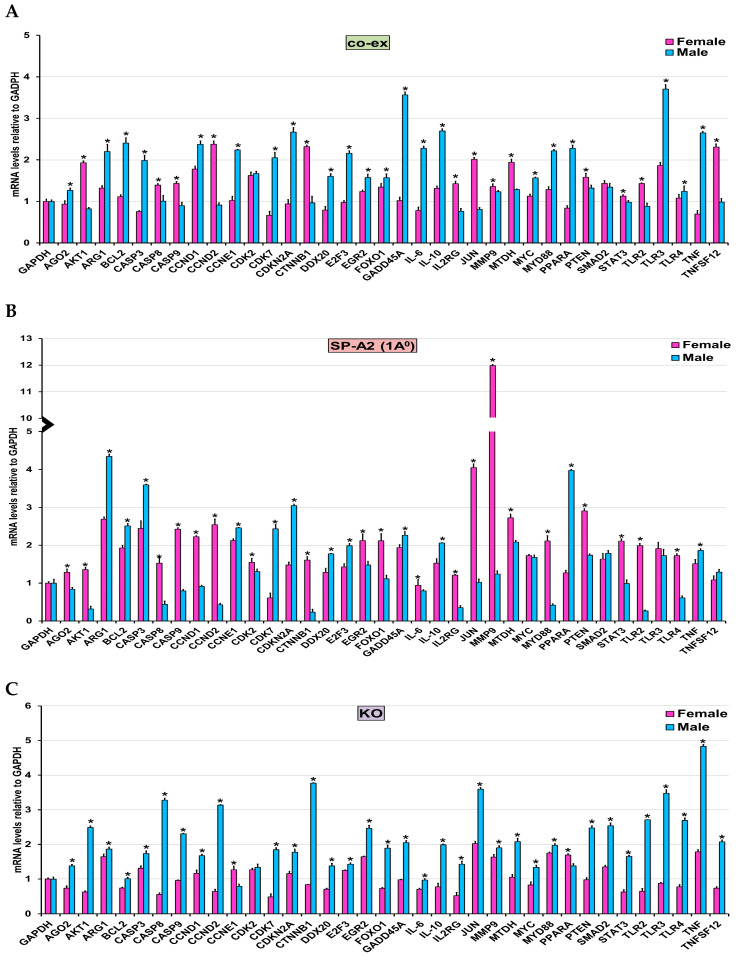
Effect of O_3_ exposure on mRNA targets of co-ex, SP-A2 (1A^0^), and KO. (**A**–**C)** show the gene expression levels for co-ex, SP-A2, and KO, respectively, in males and females. **In co-ex** (**A**), the expression of the levels of AGO2, ARG1, BCL2, CASP3, CCND1, CCNE1, CDK7, CDKN2A, DDX20, E2F3, EGR2, FOXO1, GADD45A, IL-6, IL-10, MYC, MYD88, PPARA, TLR3, TLR4, and TNF were significantly upregulated in males compared to females. The levels of AKT1, CASP8, CASP9, CCND2, CTNNB1, IL2RG, JUN, MMP9, MTDH, PTEN, STAT3, TLR2, and TNFSF12 were upregulated in females compared to males. The levels of CDK2 and SMAD2 remained similar in both sexes. Levels of expression of the studied genes in SP-A2 (1A^0^) and KO are shown in (**B**,**C**), respectively. Blue and pink bars show the expression levels of specific genes in males and females, respectively. The expression levels were normalized to GAPDH and significant differences (*p* < 0.05) between sexes are noted by an asterisk (*).

**Figure 5:**
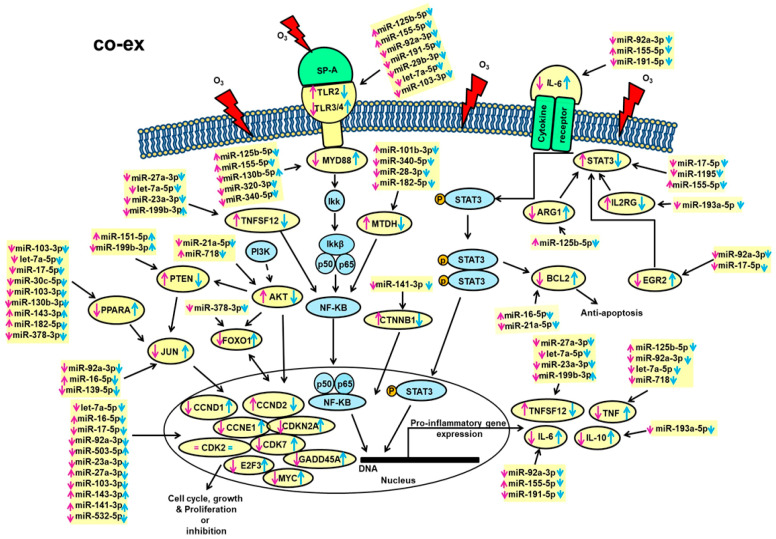
Schematic representation of the identified miRNAs in co-ex AM and their targets in response to O_3_. These include pathways of cell cycle, and cellular growth and proliferation, as well as pathways of the proinflammatory response and anti-apoptosis, in co-ex males and females. The miRNAs and their gene targets studied in the present study are highlighted with yellow. Up (↑) and down (↓) arrows in blue and pink color indicate an increase and decrease, respectively, in males or females.

**Table 1:** The total numbers of miRNAs identified from SP-A2 (1A^0^), co-ex, and KO males and females with ≥2-fold change after FA and O_3_ exposure are shown.

Gene Variant and Number of miRNAs Identified	Male		Female	
	FA vs. O_3_		FA vs. O_3_	
	≥2-fold (Increase)	≥2-fold (Decrease)	≥2-fold (Increase)	≥2-fold (Decrease)
SP-A2 (1A^0^) (*n* = 310)	41 *	70 *	37 *	66 *
co-ex (*n* = 165)	19 *	36 *	13 *	48 *
KO (*n* = 244)	25 *	69 *	38 *	61 *

The number (*n* = ) of miRNAs analyzed is shown in parentheses in the first column. * Number of miRNAs that significantly changed ≥2-fold either increasing or decreasing in FA (Filtered air) compared to O_3_ (FA/O_3_) in males and females.

**Table 2:** Expression levels of SP-A2 (1A^0^), co-ex, and KO AM miRNAs (males and females) in response to O_3_ exposure that significantly changed, and their mRNA targets were identified by IPA analysis.

miRNA ID	SP-A2 (1A^0^)		co-ex (SP-A1 (6A^2^)/SP-A2 (1A^0^)		KO		Target Molecule
	Fold Change in Males	Fold Change in Females	Fold Change in Males	Fold Change in Females	Fold Change in Males	Fold Change in Females	
let-7a-5p	1.395	0.942	0.912	1.356	0.498	1.020	AGO2, CCND1, CCND2, CCNE1, CDKN2A, CDK7, E2F3, MMP9, PPARA, TLR4, TNF, TNFSF12
miR-16-5p	1.621	0.787	1.045	2.301 †	0.620	0.929	CCND1, CCND2, CCNE1, CDK7, TNFSF12, E2F3, BCL2, JUN
miR-17-5p	1.994 †	0.734	0.960	0.953	0.212 †	0.199 †	CCND1, CCND2, CCNE1, CDK7, STAT3, EGR2, E2F3, MYC, PPARA, TNFSF12
miR-21a-5p	0.649	0.553	1.338	0.563	0.966	0.994	BCL2, AKT
miR-23a-3p	1.111	0.842	0.808	0.895	0.782	1.225	E2F3, TNFSF12
miR-25-5p	0.692	1.692	0.557	0.807	1.219	0.235 †	SMAD2
miR-27a-3p	1.253	1.085	0.960	2.045 †	1.163	1.206	E2F3, TNFSF12
miR-28-3p	1.216	0.587	0.203 †	0.826	0.177 †	0.843	MTDH
miR-29b-3p	0.546	1.402	1.540	1.258	2.539 †	0.707	AGO2, TLR3
miR-30c-5p	1.293	0.870	0.976	0.987	1.617	0.864	AGO2, DDX20, PPARA
miR-101b-3p	0.456 †	1.146	1.153	2.339 †	1.001	1.147	MTDH
miR-103-3p	1.027	0.869	1.219	1.108	0.680	1.005	E2F3, PPARA, AGO2, TLR4
miR-125b-5p	1.556	6.921 †	1.643	5.025 †	3.585 †	2.030 †	TLR2, TNF, ARG1, MYD88
miR-130b-3p	4.656 †	3.584 †	0.128 †	0.505	1.207	0.554	PPARA
miR-130b-5p	2.613 †	1.204	2.263 †	0.420 †	0.582	0.236 †	MYD88
miR-139-5p	5.637 †	2.121 †	0.961	1.422	3.378 †	1.527	AGO2, JUN
miR-141-3p	0.888	1.362	2.015 †	6.530 †	6.623 †	5.760 †	CTNNB1, GADD45A
miR-143-3p	3.613 †	4.148 †	4.202 †	16.191 †	9.130 †	5.773 †	E2F3, PPARA
miR-151-5p	1.345	2.847 †	35.602 †	7.713 †	2.508 †	1.670	PTEN, AGO2
miR-155-5p	6.792 †	0.192 †	1.077	2.088 †	0.421 †	2.479 †	IL-6, TLR2, MYD88, STAT3
miR-181a-5p	0.788	0.970	0.578	0.585	0.875	1.040	SMAD2
miR-182-5p	1.622	1.216	0.375 †	3.279 †	1.984	1.235	PPARA, MTDH
miR-191-5p	1.311	1.093	1.029	0.960	0.707	1.017	IL-6, TLR3
miR-193a-5p	0.677	0.842	0.758	0.701	1.277	0.796	IL-10, IL2RG
miR-199b-3p	5.455 †	2.659 †	1.829	0.543	7.971 †	3.341 †	PTEN, TNFSF12
miR-320-3p	0.802	1.498	0.994	0.942	1.072	0.649	MYD88
miR-320b	1.114	0.324 †	0.700	0.876	0.333 †	0.773	MMP9, SMAD2
miR-340-5p	0.843	0.748	1.607	0.646	2.031 †	0.438 †	MTDH, MYD88
miR-378-3p	1.246	0.631	0.764	1.004	0.778	0.808	PPARA, FOXO1, CASP9
miR-455-3p	3.142 †	5.087 †	2.554 †	3.777 †	4.915 †	3.509 †	TNFSF12
miR-503-5p	0.934	0.984	2.333 †	0.919	0.498	1.468	CDK2
miR-532-5p	1.235	0.632	0.424 †	0.922	0.566	0.795	MYC
miR-92a-3p	1.338	2.008 †	0.903	0.888	1.131	0.380 †	CCND1, CCNE1, CDK7, IL-6, TLR2, TLR3, EGR2, JUN, E2F3, TNF, SMAD2
miR-718	1.053	0.932	0.819	2.754 †	1.214	1.187	TNF, AKT
miR-1195	1.392	0.431 †	0.375 †	0.699	0.655	0.767	STAT3

† indicates miRNAs that had expression value with either ≥2-fold increase (values ≥ 2) or ≥2-fold decrease (values ≤ 0.5), and are highlighted in yellow (*p* < 0.05).

## Data Availability

The datasets generated for this study are included in the manuscript and the Supplementary Files, and has been deposited in the Gene Expression Omnibus repository GSE158401 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158401).

## Supplementary Materials

The following are available online at https://www.mdpi.com/2076-3921/9/12/1190/s1, Supplementary File S1: Identification of miRNAs from AMs of SP-A2 (1A^0^), co-ex, and KO males and females in response to Filtered air and Ozone after 18 h recovery. File includes all raw data for each sample, group means, *p* values, fold changes (≥2-fold, highlighted in green (FA), and red (O_3_) exposure). Supplementary File S2: miRNAs (*n* = 163) identified to be in common among SP-A2 (1A^0^), co-ex, and KO after FA and O_3_ exposure. Supplementary Figure S1. Schematic representation of the identified miRNAs in SP-A2 (1A^0^), and KO AM and their targets in response to O_3_. These include pathways of cell cycle, and cellular growth and proliferation as well as, pathways of pro-inflammatory response and anti-apoptosis, in SP-A2 (1A^0^) (A), and KO (B) males and females. The miRNAs and their gene targets studied in the present study are highlighted with yellow. Up (↑) and down (↓) arrows in blue and pink color indicate an increase and decrease, respectively, in males or females.

## Abbreviations

AGO2: Argonaute 2; AKT1: AKT Serine/Threonine Kinase 1; ARG1: Arginase 1; AM: Alveolar macrophages; ANOVA: Analysis of variance; BAL: bronchoalveolar lavage; BCL2: B-cell lymphoma 2; CASP3: Caspase 3; CASP8: Caspase 8; CASP9: Caspase 9; CCND1: Cyclin D1; CCND2: Cyclin D2; CCNE1: Cyclin E1; CDK2: Cyclin-dependent kinase 2; CDK7: Cyclin-dependent kinase 7; CDKN2A: Cyclin dependent kinase inhibitor 2; CTNNB1: Catenin alpha 1; DDX20: Dead-box helicase 20; E2F3: E2F transcription factor3; EGR2: Early growth response 2; FA: Filtered air; FOXO1: Forkhead box O1; GADD45A: Growth arrest and DNA damage inducible alpha; GAPDH: Glyceraldehyde 3-phosphate dehydrogenase; hTG: Humanized transgenic; IL6: Interleukin 6; IL10: Interleukin 10; IL2RG: Interleukin 2 receptor subunit gamma; IPA: Ingenuity Pathway Analysis; JUN: Jun proto-oncogene; KO: knock-out; MDTH: Metadherin; miRNAs: microRNAs; MMP9: Matrix metalloproteinase 9; MYC: MYC proto-oncogene; MYD88: Myeloid differentiation primary response 88; NF-kB: Nuclear factor kappa-light-chain-enhancer of activated B cells; O3: ozone; OxS: oxidative stress; PPARA: Peroxisome proliferator activated receptor alpha; PTEN: Phosphatase and tensin homolog; ROS: reactive oxygen species; SFTPA1: gene encoding SP-A1; SFTPA2: gene encoding SP-A2; SMAD2: SMAD family member 2; SP-A: surfactant protein A; STAT3: Signal transducer and activator of transcription 2; TLR2: Toll-like receptor 2; TLR3: Toll-like receptor 3; TLR4: Toll-like receptor 4; TNF: Tumor necrosis factor; TNFSF12: TNF super family member 12.

How the deposited data were processed for this re-analysis (not part of the article)

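Small RNA was sequenced from the alveolar macrophages of male and female mice of 3 genotypes (SP-A2, co-ex and KO) after FA or O3, with the libraries prepared by the NEXTflex Small RNA kit. Each mouse was 1 replicate, and its genotype, sex and exposure were taken from the sample labels. All 45 mice entered the analysis. The target gene measurements by qRT-PCR and the pathway analysis were not analysed here.

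The authors deposited 6 tables, 1 for each genotype and sex, with a normalized signal for each miRNA and mouse: the number of reads on the miRNA divided by a factor of that mouse, within the table. They also deposited a p-value and a q-value for FA against O3 and the rank of each miRNA. Each table holds only miRNAs with a nonzero value in several mice, at least 3 in the tables of SP-A2 and co-ex males and at least 4 in the others, as seen in the values. The paper's text names edgeR and TCC for the differential expression, while the names of the deposited tables mention DESeq2, so the tool behind the deposited p-value and q-value is not certain. The text does not name the aligner, the miRNA reference or the genome build. Since the tables were normalized separately, levels were compared within a table, and between tables only as differences of responses or on recovered reads.

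In every mouse, 100% of the values were whole multiples of a single step, which gave back whole reads. For the SP-A2 males and for FA replicate 4 and O3 replicate 1 of the SP-A2 females, at least 100 values lay within 20 steps, a range in which whole multiples are a strict test. In the other mice, fewer values lay in this range, from 14 upward, so the recovery rests on the agreement of all values at full precision. Read totals are sums over the listed miRNAs and not the depth of the library.

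O3 was compared with FA in each table with limma 3.58.1 (lmFit and eBayes with trend, R 4.3.3) on log2(normalized value + 1), with the FDR of 0.1 stated in the paper and the Benjamini-Hochberg adjustment, which the paper does not name. The difference in response between the sexes of a genotype, and between SP-A2 and co-ex, was tested as an interaction in limma over the miRNAs of both tables. Males and females after the same exposure were compared with edgeR 4.0.16 (TMM and the quasi-likelihood test) on recovered reads. The shift of the whole miRNome was tested with mice as units by a two-sided exact permutation test.

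The lists of miRNAs changed at least 2-fold were made as in the paper, from ratios of mean normalized values. Overlaps between sexes were tested by Fisher's exact test and overlaps between 3 genotypes by a permutation test with 100000 resamples, both one-sided. A miRNA was counted as identified with a nonzero value in at least 2 mice after each exposure in both sexes. This rule was chosen from Supplementary Materials File S1 after the data were seen. Figure 1 was taken to compare ratios of mean normalized values over miRNAs, which the paper does not state, and the comparison was made with the analysis of variance and the Bonferroni correction that it describes.

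The tests and settings, the named miRNAs and the alternatives were chosen before the data were examined, apart from those described as chosen later. The alternatives were pseudocounts of 0.1 and 10, a low-value filter (at least 10 in at least as many mice as the smaller group), an FDR of 0.05, a fit with the replicate number as a block, edgeR and DESeq2 1.42.0 on recovered reads, median-ratio rescaling of the normalized values, geometric means or medians in place of arithmetic means, the 206 miRNAs shared by all tables, and each mouse left out in turn. The use of log2 ratios in the comparison of Figure 1 was added after the data were seen.

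The miRNAs named are those of Table 2 and of the paper's text, the 3 with the smallest adjusted p among those called in each comparison of O3 with FA, and those at least 2-fold higher after O3 in all genotypes and both sexes. Any other miRNA is said to be named after its values were seen. Precursor coordinates were taken by name from the GENCODE M21 annotation of GRCm38.

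Lists of miRNAs typical of other cells were written before the tables were opened and after the paper's Table 2 had been read: 14 of epithelial, 12 of mesenchymal, 2 of endothelial, 4 of erythroid, 2 of neutrophil and 5 of lymphoid cells. Their changes were tested by exact permutation tests within groups of mice and, over all groups, by permutation tests with 100000 resamples.

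The tests were checked on simulated data before use, with 60 miRNAs changed 8-fold. With little spread between mice, each test recovered 100% of them. With the spread of the real mice, limma recovered between 30% and 70%, edgeR between 41.7% and 73.3% and the interaction tests between 5% and 33.3%, so that a low count of calls is not evidence of no change. A lower bound for a miRNA at 0 in all mice of a group was computed against a floor of 3 reads in each mouse and covers counting error only. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used for the other steps. With 3 or 4 mice per group, the smallest two-sided exact p is 0.1 for 3 against 3 and 0.029 for 4 against 4 or 4 against 3.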

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

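The tests of other groupings of the mice, of read depth for miR-155-5p, miR-3470a and miR-6240, of both explanations for miR-126a-3p and of RNA from mesenchymal cells for miR-125b-1-3p were chosen after the results were seen.

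Each group of 4 mice was searched for a mouse far from the others (Dixon's test) over 54 combinations of a group and a measure. Such a mouse was found in 5 of them, where chance gives about 1 in 20, or 2.7.

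In KO females after O3, miR-486b-5p took 16.2% of the reads of replicate 4 and between 0.712% and 3.03% in the other mice. RNA of erythroid cells should also raise miR-451a, whose log2 value was 4.69 in replicate 4 and between 2.94 and 4.73 in the others. A single miRNA at values this low decides nothing, so RNA of erythroid cells stays open. No other explanation was tested, and the design gives no biological one within a group.

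In co-ex males after FA, miR-486b-5p took 36.3% of the reads of replicate 3 and between 3.09% and 7.52% in the other mice. There, the mean log2 value of miR-451a and miR-144-3p was 7.97, against 0.35 to 2.87 in the others. RNA of erythroid cells in that mouse is a candidate explanation. What else may set the mouse apart was not tested, and no biological explanation was tested.

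In co-ex females after FA, replicate 4 had 183 miRNAs detected against 234 to 239 in the other mice, and its median centred log2 value was -0.95 against 0.05 to 0.21. Replicates 1 and 2 had fewer reads, 487872 and 210710, and still 234 and 235 miRNAs, and replicate 3 had 238 when drawn down to the 625825 reads of replicate 4, which argues against read depth as the cause. A few miRNAs taking most of the reads remains possible, since the 10 most abundant took 66.8% of its reads and between 59.4% and 62.9% in the others, and may explain the pattern in part. No biological explanation was tested.

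In KO males after FA, the log2 value of miR-6240 was 10.28 in replicate 2 and between 9.06 and 9.23 in the others. This mouse had the fewest reads, 720987 against 1031215 to 2884013, which a first test took to go with read depth. Over the wider range of reads of the other mice, however, miR-6240 stayed level, with a highest log2 value of 9.23, which argues against read depth. A tendency of the called miRNAs to vary together stays open, since the other 16 had a mean log2 value of 8.06 in this mouse against 6.73 to 7.14. Such a tendency may have raised the value. The call of miR-6240 was kept in 8 of the 8 fits that left out 1 mouse. Its log2 value was also 16.00 in SP-A2 female FA replicate 4, above each KO male O3 mouse. No biological explanation was tested.

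In SP-A2, the response of miR-155-5p to O3 differed between males and females by 5.06 on the log2 scale. It fell by 2.42 in females although O3 mice had more reads than FA mice in both sexes, which argues against read depth. The difference passed the FDR after median-ratio rescaling, with an adjusted p of 0.00365, where the other settings gave 0.0042 to 0.0050, which argues against normalization. The highest exact p with each mouse left out was 0.00286, which argues against a single mouse. At least 1 miRNA was called in 11 of 100 groupings of the mice, about the share that an FDR of 0.1 gives by chance, so the count of 1 call says little by itself. For miR-155-5p, the adjusted p over the 354 miRNAs was 0.0047. The exact permutation test took this miRNA alone and was not adjusted over the 354. The paper's Table 2 had already shown its opposite ratios in these same mice. That test thus does not exclude chance. A difference between the sexes in response, or in the cells recovered, was not separated from this and remains a hypothesis.

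The remaining results concern miRNAs that the paper does not discuss and that were outside the identified set, and all but miR-126a-3p and miR-125b-1-3p are named after their values were seen. In SP-A2 males, miR-126a-3p rose from 6.47 ± 3.64 after FA to 226 ± 137 after O3, by 4.78 on the log2 scale. Its adjusted p was 0.0576, and under the other settings between 2.7e-07 and 0.115, with 0.0636 after median-ratio rescaling, which argues against normalization as the whole cause. The call was kept in 2 of the 6 fits that left out 1 mouse, and the adjusted p was 0.298 without O3 replicate 2. RNA of endothelial cells stays open. The other miRNA of that list, miR-126a-5p, was at 0 in all FA mice and at 6.25 ± 7.15 after O3, a log2 change of 2.40. Values this low carry little weight. By name it also comes from the same precursor, so it would rise with miR-126a-3p under any cause and decides nothing. A response of the macrophages themselves was not tested.

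In SP-A2 females, miR-125b-1-3p was at 0 in all FA mice and had a log2 change of 5.79. At the lowest share of any O3 mouse, the FA mice together would have had 75.4 reads, which argues against read depth. RNA of mesenchymal cells may contribute, since the 10 members of that list in the table rose by 2.30 on average (exact permutation test, p = 0.029, the smallest possible). The call was lost without FA replicate 2 or 3 or O3 replicate 1 or 3, with an adjusted p of up to 0.214.

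In KO males, miR-219a-1-3p fell by 4.47 on the log2 scale, from 22.8 ± 9.97 after FA to 0 in all O3 mice, at least 3.13-fold lower. At the lowest share of any FA mouse, the O3 mice together would have had 23.2 reads, which argues against read depth. What lowered it, exposure included, was not tested further.

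In KO males, miR-3470a rose from 12.5 ± 11.5 after FA to 510.2 ± 354 after O3, by 5.68 on the log2 scale. The O3 mice had fewer reads than the FA mice, which argues against read depth. Reads shared with repeated sequence were not tested and stay open.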

How the results depend on the processing

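The use of log2 ratios for the comparisons of Figure 1, and the rule for identified miRNAs on which all lists rest, were chosen after seeing the data.

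For O3 against FA, 93 counts of called miRNAs under other settings were compared with the 6 reported, and 58 stayed within 1.5 times. With pseudocounts of 0.1 and 10, the low-value filter and median-ratio rescaling, each of the 6 counts did. At an FDR of 0.05, which can only lower a count, 1 miRNA was called in SP-A2 males and 10 in KO males. With edgeR on recovered reads, 5 were called in SP-A2 males, 2 in SP-A2 females and 0 in co-ex females, where 30 had an unadjusted limma p below 0.05. With DESeq2, the counts were 54 in SP-A2 males, 26 in SP-A2 females, 5 in co-ex males, 14 in co-ex females, 41 in KO males and 2 in KO females. The cause was not tested.

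Mice of a group share only a replicate number: the correlation of the deviations of FA and O3 mice with the same number was between -0.138 and 0.271, and no table had every pair above 0.1. With the replicate block, 1 miRNA was called in SP-A2 males, 0 in SP-A2 females, where 46 had an unadjusted p below 0.05 without the block, and 2 in KO females. The counts in the other groups stayed within 1.5 times.

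With each mouse left out in turn, the count was between 1 and 40 in SP-A2 males over 6 fits, with 40 without O3 replicate 3. It was between 0 and 26 in SP-A2 females (26 without O3 replicate 2), between 0 and 13 in co-ex females (13 without FA replicate 3), between 5 and 27 in KO males (5 without O3 replicate 3 and 27 without O3 replicate 4) and between 0 and 1 in KO females (1 without O3 replicate 4), over 8 fits each. In co-ex males it was 0 in each of the 7 fits. Fewer mice lower the power of a fit, and the cause of the higher counts was not tested.

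Between males and females, 63 counts were compared and 49 stayed within 1.5 times. With DESeq2, 41 miRNAs differed in SP-A2 after FA and 11 after O3, 3 in co-ex after FA and 2 in KO after FA. At an FDR of 0.05, 7 differed in SP-A2 after FA. With each mouse left out, the count was between 3 and 31 in SP-A2 after FA (3 without male replicate 1 and 31 without female replicate 4), between 0 and 1 in SP-A2 after O3 (1 without male replicate 1), between 0 and 3 in co-ex after FA (3 without male replicate 1) and between 0 and 3 in KO after FA (3 without male replicate 2). The counts of the interactions did not change under any of their 15 other values: 9 for sex and 6 for genotype. The cause of the changes was not tested.

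For the lists of miRNAs at least 2-fold higher and their overlaps, 182 counts were compared, of which 163 stayed within 1.5 times or on the same side of their test. With the low-value filter, which leaves fewer miRNAs, 24 were higher after FA in SP-A2 females, 5 in both sexes of SP-A2 (one-sided Fisher's exact p = 0.155) and 1 in both sexes of KO (Fisher's exact p = 0.951). With geometric means, 11 were higher after FA and 59 after O3 in co-ex males, 65 after FA in KO males, 12 after FA in both sexes of KO (Fisher's exact p = 0.038, now below 0.05) and 1 after FA in males of all genotypes (permutation p = 0.17). With median-ratio rescaling, 21 were higher after FA in co-ex females, 42 in KO males and 4 in both sexes of KO (Fisher's exact p = 0.967). With medians, 4 were higher after FA in both sexes of co-ex (Fisher's exact p = 0.0647), 8 in both sexes of KO (Fisher's exact p = 0.0638) and 0 in females of all genotypes, and 8 after O3 in all genotypes and both sexes. With each mouse left out, the lists after FA held between 42 and 61 miRNAs in SP-A2 males (61 without O3 replicate 3), 17 and 32 in co-ex males (32 without O3 replicate 2), 15 and 34 in co-ex females (34 without O3 replicate 2) and 21 and 45 in KO males (45 without O3 replicate 1). The cause was not tested.

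For the shift of the miRNome, 63 values were compared. The shift in KO males of -0.11 became 0.022 with the low-value filter (exact p = 1) and 0.15 with the miRNAs shared by all tables (exact p = 0.486), and with each mouse left out it was between -0.36 without O3 replicate 3 and 0.29 without O3 replicate 4. In co-ex females it was 0.50 with the low-value filter and 0.49 with the shared miRNAs, each with an exact p of 0.029, below 0.05. The other 58 values kept their direction, but not their size. Those nearest to 0 were 0.05 in SP-A2 males and 0.13 in SP-A2 females (with the low-value filter and the shared miRNAs, in this order), 0.32 in co-ex males and 0.19 in co-ex females (each without FA replicate 4), 0.30 in KO females and -0.02 in KO males (each with a pseudocount of 10). That their exact p stayed above 0.05 says nothing in SP-A2 males, or in co-ex males with a mouse left out, where the mice are too few to pass it. The cause was not tested.

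With log2 ratios, the difference between O3/FA and FA/O3 over all identified miRNAs was 0.41 in SP-A2 males (adjusted p = 0.00151), 0.43 in SP-A2 females (adjusted p = 8.6e-04), 0.59 in co-ex males (adjusted p = 6.3e-04) and 0.58 in KO females (adjusted p = 1.4e-04). Over the 161 miRNAs identified in all groups, it was 0.62 in SP-A2 males (adjusted p = 4.9e-05), 0.60 in co-ex males (adjusted p = 5.5e-04) and 0.55 in KO females (adjusted p = 0.0013). Each of these passed 0.05 with log2 ratios and did not with ratios. With ratios, FA/O3 is the reciprocal of O3/FA, so each miRNA counts in both groups and the p-values are not those of independent groups. On the log2 scale FA/O3 is O3/FA with the sign changed, so each miRNA again counts in both groups and the p-values are too low. Between KO males and females after O3, the difference was -0.29 over all (adjusted p = 0.223) and -0.26 over the 161 (adjusted p = 0.445), no longer below 0.05. The other 15 of the 24 comparisons stayed on the same side. The cause was not tested.

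For single named miRNAs, 4399 values of 285 results were compared: 3972 kept direction and call, 89 lost a call, 96 gained one, 242 changed sign where no call was made, and 0 reversed a call. With medians, a ratio could not be formed where the median after FA was 0. For SP-A2 males against co-ex males, the interaction test recovered 5% of simulated 8-fold differences, so that it limits what can be said of their responses.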

Differences from the paper's values

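The use of log2 ratios and of the 161 shared miRNAs as a reading of Figure 1C was chosen after seeing the values; the ratios of Table 2 and their alternatives were set before the data were examined.

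Table 2 gives 210 ratios of O3 over FA for 35 miRNAs. Of these, 192 had a miRNA listed in the table of that group, and 174 were within 1% of the ratio of mean normalized values, 6 were within 1.5 times, 11 were further apart and 1 had no ratio, since its FA mice were all at 0. The other 18 had no miRNA of that name in the table, and 12 of them belong to miR-320b and miR-718. For these, the paper's values in SP-A2 are those of miR-322-5p and miR-7a-5p here, and in the other genotypes they are not. In the sheet of co-ex males of Supplementary Materials File S1, the averages after O3 are not the means of the mice listed beside them, while those of its sheet of identified miRNAs are. What this means for the gaps below is not known. The ratios below are those more than 1.5 times apart (a lower bound where no ratio could be formed) that also differ by more than the SD of the O3 mice over the FA mean, or belong to a miRNA with a value of 0 in a mouse.

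In co-ex males, the ratio of miR-29b-3p was 0.323 against the paper's 1.540. With geometric means it was 1.30, which no longer differs, and with median-ratio rescaling 0.323. In co-ex females, it was 78.7 against the paper's 1.258, with geometric means 13.2 and with rescaling 75.5. Medians gave no ratio for either.

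In co-ex males, the ratio of miR-101b-3p was 4.12 against the paper's 1.153. It was 70.4 with geometric means and 4.15 with rescaling, and medians gave no ratio. The ratio of miR-141-3p was 0.0273 against the paper's 2.015, and none of geometric means (0.217), medians (0.0423) and rescaling (0.0274) closed the gap. The ratio of miR-199b-3p was 9.36 against the paper's 1.829, and geometric means (34.8), medians (16.3) and rescaling (9.47) did not close it.

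In co-ex males, miR-139-5p was at 0 in all FA mice and at least 38.0-fold higher after O3, against the paper's ratio of 0.961. With geometric means of the value + 1, the ratio was 176. Its size is set by the added 1, since all FA mice were at 0, so it is not an estimate of the ratio. Medians and rescaling gave none.

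In co-ex females, the ratio of miR-139-5p was 4.45 against the paper's 1.422, and it was 30.5 with geometric means, 12.2 with medians and 3.76 with rescaling. The ratio of miR-199b-3p was 21.2 against the paper's 0.543, and it was 77.0 with geometric means, 30.3 with medians and 19.9 with rescaling. None of these closed the gap. The ratio of miR-378-3p, listed as miR-378a-3p, was 0.598 against the paper's 1.004. With medians it was 0.789, which no longer differs, and geometric means (0.585) and rescaling (0.543) left the gap. The ratio of miR-503-5p was 1.70 against the paper's 0.919. With geometric means it was 1.32, which no longer differs, and medians (2.19) and rescaling (1.58) left the gap.

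The paper states that the AM miRNome was largely downregulated after O3 in all groups. Of the ratios in the paper's Table 2, 99 are below 1 and 111 above 1, and of the 191 own ratios 88 are below and 103 above. The excess above 1 is largest in SP-A2 males, with 10 of the paper's ratios below and 25 above (own 10 and 23). In co-ex more are below, with 19 of the paper's ratios below and 16 above in each sex. The own ratios there are 16 and 13 in males and 16 and 15 in females. The other groups lie between these. Over all identified miRNAs, the ratio of O3 over FA was above 1 for between 52.7% and 60.1% in the 6 groups. The own ratios rest on values divided by a factor for each mouse, which can remove a change common to all miRNAs. They show relative changes and do not decide whether the whole miRNome rose or fell. In KO males the direction depends on the measure, since the shift of the log2 values between mice was -0.11 (exact permutation p = 0.886) and, with geometric means, 65 miRNAs were at least 2-fold higher after FA and 53 after O3. In Table 1 of the paper, the numbers listed as decreased are those of miRNAs with higher mean values after O3 here.

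The paper states that miR-16-5p and miR-21a-5p were decreased in SP-A2 and co-ex except miR-16-5p in co-ex females. The ratio of miR-16-5p was 1.62 in SP-A2 males and 1.04 in co-ex males, and that of miR-21a-5p was 1.34 in co-ex males. The paper states that miR-378-3p was downregulated in SP-A2 and co-ex, and its ratio was 1.25 in SP-A2 males. For let-7a-5p and miR-320-3p, which the paper gives as downregulated in both, the ratio of let-7a-5p was 1.39 in SP-A2 males and 1.36 in co-ex females, and that of miR-320-3p was 1.50 in SP-A2 females. For miR-1195, given as decreased in both sexes of both, the ratio was 1.39 in SP-A2 males.

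The paper reports a significant difference between O3 and FA in Figure 1 for co-ex males and for SP-A2 females. With ratios, the adjusted p was 0.133 in co-ex males over all identified miRNAs and 0.136 over the 161 shared by all groups, and 0.343 in SP-A2 females over all identified. That Figure 1 compares ratios is a reading, since the paper does not state it. With log2 ratios, which were chosen after seeing the values, both were below 0.05, but on this scale FA/O3 is O3/FA with the sign changed, which makes the p too low. With ratios, the adjusted p in SP-A2 females was 0.0213 over the 161. There FA/O3 is the reciprocal of O3/FA, so the p-values with ratios are not those of independent groups either.

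The paper lists the miRNAs of Table 2 as significantly changed in response to O3. With limma at an FDR of 0.1, 7 of 192 pairs of a miRNA and a group were called. DESeq2 on recovered reads called 19, and the authors' deposited q-value was below 0.1 for 17 of the pairs.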

Other observations

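The tests of other groupings of the mice, of read depth for the mesenchymal miRNAs, the sexes and the KO male lists, of RNA from mesenchymal cells, of a lower share of the main cell type, of the KO male lists under rescaling and of single zeros were chosen after the results were seen.

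The miRNAs of the mesenchymal list were higher after O3 in each group of mice. Between 8 and 11 of the 12 were in each table, 55 cases over the 6 groups, and 55 of them had a higher mean log2 value after O3. The mean change of the list over groups was 2.34 on the log2 scale (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest possible), and 2.30 without its 2 members in Table 2. By group, it was 1.27 in SP-A2 males (exact permutation test, p = 0.1), 2.30 in SP-A2 females (exact p = 0.029), 1.96 in co-ex males (exact p = 0.086), 3.69 in co-ex females (exact p = 0.029), 2.82 in KO males (exact p = 0.029) and 1.98 in KO females (exact p = 0.114). Adjusted over the 33 tests of a list in a group, none was below 0.05, and the lowest was 0.236. The share of reads on the list rose from 0.616% to 1.44% in SP-A2 males, from 0.349% to 1.60% in SP-A2 females, from 0.578% to 1.05% in co-ex males, from 0.211% to 1.24% in co-ex females, from 0.330% to 1.66% in KO males and from 0.366% to 0.968% in KO females.

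Read depth is argued against by the change of 2.82 in KO males, whose O3 mice had fewer reads. The authors' normalization as the whole cause is argued against by a mean change of 2.24 after median-ratio rescaling. A lower share of macrophages would raise the miRNAs of every other cell type. The mesenchymal list rose by 2.01 more than the erythroid list over the groups together (permutation test, p = 3.9e-04). By group, the gap was between -0.39 in co-ex males, where the erythroid list rose more, and 3.92 in KO females (exact permutation test, p = 0.029), and the exact p was 0.1 or more in the 5 other groups. This gap does not decide on a lower share of macrophages, since only the erythroid list was compared. The epithelial and endothelial lists also rose, by 1.38 and 5.02, while the lymphoid and neutrophil lists changed by -0.10 and 0.22. A lower share of macrophages stays open. RNA of mesenchymal cells among the recovered cells after O3 may contribute to the change of 2.34 and stays open. A rise of the same miRNAs within macrophages was not tested and stays open as well, since miRNAs of the list were also found in FA mice.

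For the other lists, the mean change over groups was 5.02 for endothelial cells (permutation p = 1.9e-04, in 3 groups, 4 of 4 cases higher), 1.38 for epithelial cells (permutation p = 3.8e-04, 57 of 70 higher), 0.33 for erythroid cells (permutation p = 0.578, 11 of 16 higher), -0.10 for lymphoid cells (permutation p = 0.704, 13 of 30 higher) and 0.22 for neutrophils (permutation p = 0.609, 8 of 11 higher). Of these lists, Table 2 also holds miR-141-3p and miR-182-5p of the epithelial and miR-181a-5p of the lymphoid list. The lymphoid list further holds miR-142a-3p, whose log2 change was -3.28 in SP-A2 males and 1.20 in KO males. Whether it marks lymphoid cells rather than macrophages was not tested. The 2 miRNAs of the endothelial list come by name from 1 precursor, so they are not independent.

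The 13 miRNAs at least 2-fold higher after O3 in all groups also varied together between mice of the same group. Their mean pairwise correlation within groups was 0.289, against a median of 0.0237 and a highest value of 0.238 over 10000 sets matched on mean value. A common source of variation between mice, such as cells recovered or library preparation, may therefore move them together, and 13 miRNAs do not count as 13 independent responses. The response to O3 itself stays open.

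In SP-A2, 15 miRNAs differed between males and females after FA and 0 after O3, where 32 had an unadjusted p below 0.05. The root mean square log2 distance between the sexes was 1.39 after FA and fell by 0.248 after O3 (two-sided exact permutation test over 1400 groupings, p = 0.346, adjusted over 3 genotypes 0.861). It fell from 1.66 to 1.58 in co-ex (exact p = 0.861) and from 1.53 to 1.41 in KO (exact p = 0.641). A smaller distance after O3 and chance cannot be told apart with these mice. Lower read depth after O3 is argued against, since the SP-A2 female O3 mice had 1.38 times the reads of the FA mice and the males had more reads as well. A larger spread between mice after O3 cannot be told apart from an equal one, since 52.3% of miRNAs had a larger SD after O3, with a median SD of 1.05 after FA and 1.07 after O3. How near to 50% counts as undecided was set after this value was seen. Single mice moved the count after FA, which was 3 without male replicate 1 and 31 without female replicate 4.

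Fewer miRNAs were identified in co-ex than in SP-A2. At 137822 reads drawn from each mouse, and over the 206 miRNAs of all tables, co-ex mice had 27.1 fewer miRNAs detected on average (permutation test, p = 1e-05, the smallest possible), which argues against read depth. By group, the mean was 197 in SP-A2 and 150.4 in co-ex males after FA (exact permutation test, p = 0.029), 198 and 175 in males after O3 (exact p = 0.1), 198 and 172 in females after FA (exact p = 0.029) and 198 and 187 in females after O3 (exact p = 0.029). Genotype stays open as untested, since the tables of each genotype were made separately.

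In all tables, a miRNA could have reads in every mouse of a group but 1. Of 760 such zeros, 272 lay where the mouse would have had at least 20 reads at the lowest share of the other mice, with a median of 59.1 and up to 1493 expected reads (miR-155-5p in co-ex males after O3, replicate 2), which argues against read depth. They involved 175 miRNAs and 40 mice, with 2.36 per mouse in SP-A2, 6.88 in KO and 8.6 in co-ex. A loss of miRNAs in single libraries, in preparation or in counting, may contribute to the lower number detected in co-ex. Neither it nor a biological difference was tested.

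In KO males after O3, replicate 4 had 173 miRNAs detected. The other mice, drawn down to its 180625 reads, had at least 228, which argues against read depth. No other explanation was tested.

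In KO males, 69 miRNAs were at least 2-fold higher after O3 and 25 after FA, 2.76 times as many. As large a difference between the lists was reached by 9 of the 35 groupings of the 8 mice, up to 59, so chance stays open. The O3 mice had 0.422 times the reads of the FA mice, which argues against more reads after O3 as the cause. The authors' normalization may contribute, since the lists held 61 and 42 miRNAs after median-ratio rescaling, 1.45 times as many. With geometric means, 53 were higher after O3 and 65 after FA, and without O3 replicate 1, 45 were higher after FA.

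The counts were also set beside other groupings of the same mice, with the real grouping included. For O3 against FA, at least as many miRNAs were called in 1 of the 10 groupings in SP-A2 males, which is the least that 3 mice against 3 allow, 3 of 35 in SP-A2 females, 2 of 35 in co-ex females and 1 of 35 in KO males. In co-ex males and KO females, 0 miRNAs were called, which each grouping reaches by construction (35 of 35), so that the count of groupings says nothing there, while 8 and 22 miRNAs had an unadjusted p below 0.05. Between males and females, 1 of 35 groupings gave as many as in SP-A2 after FA, and again 35 of 35 by construction in each of the 5 comparisons with 0 calls, where between 7 and 32 miRNAs had an unadjusted p below 0.05. The interactions with 0 calls, of sex in co-ex and KO and of genotype in males and females, were matched by 100 of 100 groupings for the same reason, while between 3 and 27 miRNAs had an unadjusted p below 0.05.

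For the number of miRNAs changed at least 2-fold, 1 of 10 groupings gave as many in SP-A2 males, 7 of 35 in SP-A2 females, 30 of 35 in co-ex males, 6 of 35 in co-ex females, 5 of 35 in KO males and 6 of 35 in KO females. Chance thus stays open for each of these 6 counts. For the difference between the 2 list sizes, as large a value was reached by 1 of 35 groupings in co-ex females. It was reached by 2 of 10 in SP-A2 males and 8 of 35 in SP-A2 females. The counts were 10 of 35 in co-ex males, 9 of 35 in KO males and 19 of 35 in KO females. Among 6 groups, 1 low count does not exclude chance. For miRNAs shared after O3, 1 of 100 groupings gave as many between the sexes in SP-A2, 1 in co-ex and 2 in KO, 1 of 100 among the 3 genotypes in males and 1 in females, and 1 of 100 for the 13 shared by all groups, which argues against chance.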
